# Extensive Translatome Remodeling during ER Stress Response in Mammalian Cells

**DOI:** 10.1371/journal.pone.0035915

**Published:** 2012-05-04

**Authors:** Iván Ventoso, Alex Kochetov, David Montaner, Joaquín Dopazo, Javier Santoyo

## Abstract

In this work we have described the translatome of two mammalian cell lines, NIH3T3 and Jurkat, by scoring the relative polysome association of ∼10,000 mRNA under normal and ER stress conditions. We have found that translation efficiencies of mRNA correlated poorly with transcript abundance, although a general tendency was observed so that the highest translation efficiencies were found in abundant mRNA. Despite the differences found between mouse (NIH3T3) and human (Jurkat) cells, both cell types share a common translatome composed by ∼800–900 mRNA that encode proteins involved in basic cellular functions. Upon stress, an extensive remodeling in translatomes was observed so that translation of ∼50% of mRNA was inhibited in both cell types, this effect being more dramatic for those mRNA that accounted for most of the cell translation. Interestingly, we found two subsets comprising 1000–1500 mRNA whose translation resisted or was induced by stress. Translation arrest resistant class includes many mRNA encoding aminoacyl tRNA synthetases, ATPases and enzymes involved in DNA replication and stress response such as BiP. This class of mRNA is characterized by high translation rates in both control and stress conditions. Translation inducible class includes mRNA whose translation was relieved after stress, showing a high enrichment in early response transcription factors of bZIP and zinc finger C2H2 classes. Unlike yeast, a general coordination between changes in translation and transcription upon stress (potentiation) was not observed in mammalian cells. Among the different features of mRNA analyzed, we found a relevant association of translation efficiency with the presence of upstream ATG in the 5′UTR and with the length of coding sequence of mRNA, and a looser association with other parameters such as the length and the G+C content of 5′UTR. A model for translatome remodeling during the acute phase of stress response in mammalian cells is proposed.

## Introduction

Gene expression is regulated at multiple levels to adjust the concentration of macromolecular components to the physiological demands of the cell and organism. The amount of a given protein in the cell depends not only on the transcriptional activity of its gene, but also on the balance between post-transcriptional and post-translational processes that affect the synthesis and stability of the protein [1], [2], [3], [4]. For years, the relevance of translation in the control of gene expression outputs has been underestimated and restricted to a few examples of mRNA that undergo extreme cases of translation control [5], [6], [7], [8]. However, the discovery that the activities of key translation initiation factors such as eIF2 and eIF4F are tightly regulated by environmental stress and by mitogenic or developmental signals, definitely changed our view of translation control in mammalian cells [9], [10], [11], [12], [13], [14], [15], [16]. More recently, the discovery of widespread changes in protein synthesis induced by microRNAs further supported the key role of post-transcriptional steps of mRNA in gene expression control [17], [18], [19]. Initiation is the limiting step of protein synthesis and the most important control point in eukaryotic translation. Collectively, the activity of eIF4F complex promotes the recruitment of mRNA to ribosomes via cap recognition and scanning to reach the initiation codon [14], [20], [21]. At this last step, the activity of eIF2 is essential for delivering the Met-tRNA_i_ to the 40 S ribosome that promotes codon-anticodon base pairing on AUG triplet during initiation. The activity of eIF2 is blocked by phosphorylation at the S51 of the alpha subunit (eIF2) that prevents the normal recycling of this factor necessary for ongoing translation of most mRNA in the cell [7], [22]. Four stress-activated kinases phosphorylate eIF2 in response to a wide variety of stresses resulting in an almost instantaneous halt of general translation necessary for a effective response to stress [7], [23], [24]. Apart from this general regulation, specific features in mRNA such as the presence of cis-acting sequences and structures in the 5′- and 3′-UTRs, together with the context of initiation codon (AUG) can influence the rate of translation initiation of particular mRNA [25], [26], [27], [28], [29]. Extensive secondary structure in the 5′UTR can prevent ribosome recruitment or scanning in some mRNA, but not in others that initiate by binding of the ribosomes to internal structures within 5′UTR (e.g viral IRES) [14], [21], [30], [31], [32]. The recognition of initiator AUG by the 40 S ribosome also requires an optimal sequence context (A/Gnn**AUG**G) that has been found in most of murine and human mRNA [25], [26]. However, under suboptimal context a fraction of 40 S can skip initiation codon and continues scanning in 3′ direction to initiate at downstream AUG (leaky scanning). The presence of AUG triplets upstream the initiation codon can also influence the rate of translation initiation when eIF2 is available in the cell. The paradigmatic example of this control operates on ATF4 mRNA that encodes a master regulator of stress response in both vertebrate and yeast cells (called GCN4) [5], [13], [33], [34]. Under optimal conditions, upstream short ORFs in 5′UTR are occupied by 40 S ribosomes that after translating short peptides do not resume scanning to reach the downstream, authentic initiation codon of ATF4. Stress-induced phosphorylation of eIF2 relieves translation repression of ATF4 mRNA by promoting reinitiation at the authentic mRNA [5], [33]. A similar mechanism of translation activation during stress has been described recently for transcription factors ATF5 (that also belongs to the ATF/CREB family), for CHOP that acts as an effector of ATF4 and for GADD34 that promotes eIF2α dephosphorylation and translational recovery after stress [35], [36], [37], [38]. However, more mammalian mRNA is suspected to be translated by an ATF4-like mechanism during stress response [39], [40].

Recently, a new concept of coordinated post-transcriptional regulation of mRNA subsets (RNA regulons) by RNA-binding proteins (RBPs) has emerged to integrate translation into a superior level of regulation coupled to splicing, transport and mRNA stability [41].

The implantation of high throughput analysis such as microarrays and, more recently, RNAseq has allowed a deeper understanding of how yeast cells adapt their translation and transcription to environmental changes such as nutrient deprivation or chemical stresses [42], [43], [44]. A such as wide analysis, however, has not been performed yet for mammalian cells so that our current understanding of how mammalian translatome adapts to stressful situations is still partial [10], [19], [45], [46], [47], [48], [49]. The fact that response of mammalian cells to the environmental changes is under the dictatorship of tissues and organs predicts a number of differences with yeast. In this work we used polysome profiling coupled to microarray detection to catalogue the translational efficiencies of murine and human mRNA, in control and in cells subjected to endoplasmic reticulum (ER) stress.

## Results

### Scoring the Translation Efficiencies of Mammalian mRNAs

To catalogue the translation efficiencies of mammalian mRNAs in growing cells, we quantified the fraction of mRNAs engaged or not in translation by means of polysome profiling followed by dual-color microarray analysis. We chose two cell lines for this purpose: murine fibroblasts (NIH3T3) and human leukemia T cells (Jurkat). These two cell lines show remarkable differences in lineage, degree of transformation and substrate adherence, although the rates of proliferation observed during the course of the experiments were similar for both cell types. RNA analysis of fractionated sucrose gradients confirmed the good separation of light fractions (RNPs and monosomes) from heavy ones containing large polysomes (Figure 1A and Figure S1). In parallel, we also treated cell cultures with 10 µM of thapsigargin, a well known stressor that induces an unfolded protein response (UPR) in mammalian cells by disrupting ER homeostasis [13], [50]. This triggers the activation of PERK that phosphorylated eIF2α leading to a general inhibition of cellular translation. As expected, stress induced the disaggregation of heavy polysomes and the accumulation of material in monosome fractions, a typical sign of initiation blockade [20]. An equivalent result was obtained in NIH3T3 cells (Figure S1). RNA from pooled fractions of free+monosome (FM) and polysome (P) cuts were labeled using Cy5 (FM) and Cy3 (P) dyes for competitive hybridization of the chips. The translation efficiency of a given mRNA was defined as the log_2_ ratio of Cy3/Cy5 signals that represents the fraction of mRNA bound to polysomes (translating). Thus, each mRNA located in the P fraction contain two or more engaged ribosomes whereas the mRNA in FM fraction contain one ribosome at most. 

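For Jurkat cells, a human T-cell leukemia line grown in suspension, 3 arrays were analysed: 1 of control cells, 1 of cells treated for 1 h with 10 µM thapsigargin, an inhibitor of the calcium pump of the ER, and 1 of cells treated for 3 h. Each array carried the pooled RNA of 3 polysome preparations, so the spread between preparations was not measured and the differences between conditions have no replicate check. P RNA was labeled with Cy3 and FM RNA with Cy5 on all 3 arrays, without a dye swap, and the amounts of RNA kept the proportion of P to FM of each sample. The authors deposited the brightness of every spot and of its local background in each channel, as read by the Agilent software version 10.7.1.1. Apart from control spots, each array had 43376 spots for 41000 probes and 32812 RNA sequences. Outlier spots were left out, 212 in control cells, 169 at 1 h and 205 at 3 h, and 0 spots were saturated. In both channels, 63.8% of the spots were well above background in control cells, 66.5% at 1 h and 65.1% at 3 h.
The background was corrected here by normexp without an offset, from the mean signal of each spot and the median of its local background. The log ratios were not normalized within or between arrays, since the paper names no such step. Spots were averaged per probe and probes per sequence, and coding mRNAs were the sequences with a RefSeq accession starting with NM_. An mRNA was kept where A was above 4 on every array compared. On probes printed in several spots, the median SD of log2 P/FM between spots of A above 4 was 0.10 in control cells, 0.05 at 1 h and 0.05 at 3 h. It reached 0.31 in control cells for A from 4 to 5.5. These SDs cover noise within an array, and the number of arrays limits the precision of every value.
Over the 16429 coding mRNAs kept on all 3 arrays, the median log2 P/FM was 0.84 in control cells, −0.14 at 1 h and 0.08 at 3 h. The median change was −0.81 at 1 h and −0.68 at 3 h. With the median log ratio of each array set to 0 it became 0.13 and 0.16, and with loess within each array 0.07 and 0.05. The sign of a small change therefore depends on whether this shared shift is kept, and changes of single genes and gene families are also given relative to the median of all coding mRNAs.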

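In control Jurkat cells, 31270 of the 32812 RNA sequences on the array had a value of A, the mean of the log2 signals in both channels, above 4. Of the coding sequences among those on the array, 17853 of 18363 were matched to a current gene symbol through their RefSeq accession, and 5964 were measured by more than 1 probe.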

Using Agilent 44K chips, we were able to detect the expression of 12,500 RNA sequences in Jurkat and 10,500 in NIH3T3 cells with technical reliability. From them, 10,670 sequences in Jurkat and 8,459 in NIH3T3 cells were coding mRNAs. 

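In Jurkat cells, 17755 coding mRNAs passed A above 4 on the control array. Of the alternatives applied to all results, the one that moved this number most, that every spot of an mRNA be well above background in both channels, left 12352 coding mRNAs.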

Density distribution showed that most of the mRNA (67% of NIH3T3 and 84% of Jurkat) were enriched in the polysome fractions with log_2_P/FM≥0. However, the median of translation efficiencies was significantly higher in Jurkat cells (1.07 versus 0.45) reflecting an accelerated rate of translation typical of tumor cells [51], [52], [53]. 

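On the Jurkat control array, 14905 of 17755 coding mRNAs had a log2 P/FM of at least 0, which is 83.9% (95% exact binomial interval 83.4 to 84.5). The 10th percentile of log2 P/FM was −0.27 and the 90th percentile was 2.06. With loess within each array, which sets the center of the log ratios near 0 by construction, this share was 51.0%.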

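For Jurkat cells, the median log2 P/FM of the 17755 coding mRNAs was 0.78, with a 25th percentile of 0.25 and a 75th percentile of 1.48. The alternative that moved this median most was loess within each array, which gave 0.02. It rose to 1.11 over the mRNAs with every spot well above background in both channels. NIH3T3 cells were not analysed here.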

To validate our technical approach, we calibrated the density distributions with mRNAs whose translational behavior has been experimentally documented. First, we chose ß-actin (ACTB) and GRP78 (HSPA5) as representative members of fast and mild translating mRNA, respectively, based on previous data [54], [55]. We also included in this class the mRNA encoding the splicing component SNRNPB that showed one of the highest log_2_P/FM scores in our analysis (3.6 for NIH3T3 and 3 for Jurkat). 

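SNRPB, listed in the files as NM_198216, was measured on the Jurkat arrays by 1 probe, which lies on chromosome 20 of hg18 from 2394401 to 2394460. Its log2 P/FM in control cells was 3.15, and 0.462% of the coding mRNAs lay above it. Its A was 14.02.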

In the opposite side, the heavy chain of ferritin receptor (FTH1) and ATF4 were selected as representative members of those mRNA subjected to an intense translational repression under growth conditions [13], [56]. In this group we also included the ribosomal protein L4 (RLP4) mRNA that showed a low log_2_P/FM value (∼ −2). 

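In control Jurkat cells, RPL4 (NM_000968; chromosome 15 of hg18, 64579516 to 64579691) had a log2 P/FM of −2.17 from 1 probe. This value lay at percentile 0.980 of the coding mRNAs, although A was 16.40.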

As shown in Figure 1B and 1D, FTH1 and ATF4 fell into the bottom 2.5% percentile in Jurkat and into the 5% in NIH3T3 cells with log_2_ ratios below −2 and −1.5, respectively. 

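On the Jurkat control array, FTH1 (NM_002032; chromosome 11 of hg18, 61488317 to 61491601) had a log2 P/FM of −4.87, the mean of 5 probes that ranged from −6.37 to −2.18. ATF4 (NM_001675; chromosome 22, 38247821 to 38248582) had −2.29, the mean of 2 probes at −2.82 and −1.75. FTH1 lay at percentile 0.0338 and ATF4 at percentile 0.867 of the coding mRNAs, and the 2.5th percentile was −1.29. The probes of each gene differed by more than the SD between spots of 1 probe.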

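ACTB, which encodes ß-actin (NM_001101; chromosome 7 of hg18, 5533313 to 5534460), had a log2 P/FM of 1.72 in control Jurkat cells, the mean of 4 probes that ranged from 1.25 to 2.52. HSPA5, which encodes GRP78 (NM_005347; chromosome 9, 127036970 to 127040290), had 2.03, the mean of 2 probes at 1.79 and 2.26. Of the coding mRNAs, 17.9% lay above ACTB and 10.6% above HSPA5. Over the alternatives, the share above ACTB went from 6.35% with the deposited ratios to 33.6% with the brightest probe, and that above HSPA5 from 7.59% with the brightest probe to 19.0% with the processed signals of the scanner software.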

In the opposite side, ß-actin and GRP78 fell into the top 10% percentile with log_2_P/FM above 1.5 in both cells types. These results were validated by qRT-PCR on the same fractions used for microarray hybridizations (Figure 1C). The consistency found supports the validity of our approach and the quality of polysome profiling used for the analysis.

**Figure 1:**
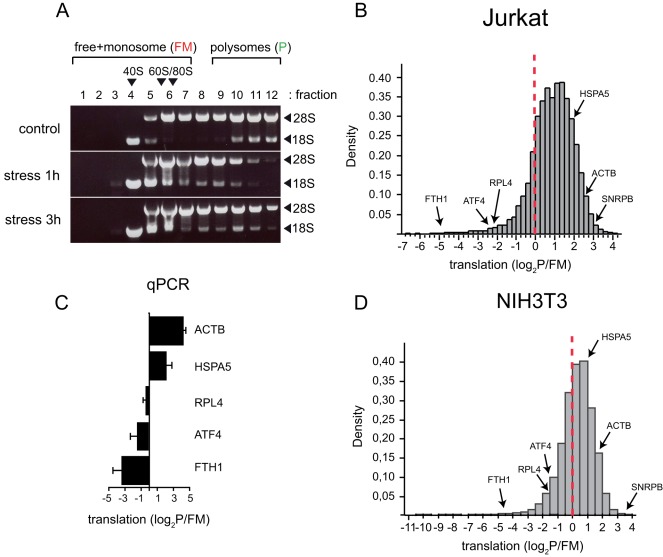
Translatomes of NIH3T3 and Jurkat cells based on polysome profiling. A) The quality of polysome preparation was verified by electrophoretic analysis of RNA content in each fraction. The effect of thapsigargin treatment (stress) for the indicated hours on polysome distribution in Jurkat cells is also shown. A comparable result was obtained in NIH3T3 cells (Figure S1). Ribosomal 18 S and 28 S bands are shown. B) and C) Density distribution of translation efficiencies of 10,670 coding mRNAs from Jurkat and 8,459 mRNAs from NIH3T3 under optimal growth conditions. Those mRNA equally distributed among FM and P fractions showed a log_2_P/FM = 0 (marked by a dotted red line). The median values for Jurkat and NIH3T3 cells were 1.07 and 0.45, respectively. The translation efficiencies of some representative mRNA are shown (ACTB, HSPA5, SNRPB, RPL4, ATF4 and FTH1). D) qPCR validation of translation efficiencies for some of the above mentioned mRNA. Data are the mean ±SD from two independent qPCR reactions in Jurkat and NIH3T3 cells.

The wide range of translation efficiencies found among mRNA in both cell types could be reflecting wide differences in mRNA abundance. To test this, we plotted the log_2_ P/FM values with the corresponding A values for each mRNA that was indicative of abundance (see materials and methods). 

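Across the 17755 coding mRNAs of control Jurkat cells, Pearson's r between A and log2 P/FM was 0.26, the squared correlation was 0.068 and Spearman's rho was 0.39. These are correlations across mRNAs, which are not independent replicates. Loess within each array, which removes a trend with A by construction, moved the squared correlation most, to 0.0002. With an offset of 50 in the background correction it was 0.134. It was 0.0147 with A above 5.5 and 0.0093 with every spot well above background. Little of the linear association was therefore left without the dim mRNAs. The median log2 P/FM was 0.40 for A from 4 to 6, 0.76 from 6 to 8, 1.23 from 8 to 10, 1.38 from 10 to 12 and 1.43 from 12 to 14. Of the 4994 mRNAs with A above 10, 86.3% had a log2 P/FM of at least 0.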

Poor correlation coefficients were obtained (R^2^<0.1 for both mouse and human cells) although a general tendency was observed so that mRNA with the higher A values (from 10 up to 17) tended to show positive log_2_P/FM values (Figure S1). However, this trend was abruptly lost in a subset of very abundant mRNA that showed very low translation coefficients (Figure S1). Thus, the high abundance of a given mRNA does not necessary leads to an efficient translation.

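In Jurkat cells, the 695 mRNAs of A from 14 to 20 had a median log2 P/FM of 0.81, below that of the less abundant group from A 12 to 14. In this most abundant group 112 mRNAs, or 16.1%, had a log2 P/FM of −1.5 or below, against 2.11% of the mRNAs from A 12 to 14. Of the 142 mRNAs with A above 12 and a log2 P/FM of −1.5 or below, 75 encoded ribosomal proteins and 3 translation elongation factors. From this subset, the paper concludes that abundance does not by itself bring efficient translation.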

Despite the significant differences between Jurkat and NIH3T3 cells, we looked for the existence of a common translatome using the ortholog mRNA pairs that showed comparable translational efficiencies in both cell types. Regression analysis performed with the full list of human-mouse coding mRNA orthologs revealed a poor correlation in log_2_P/FM values (Pearson’s r = 0.37, R^2^ = 0.11) that significantly increased when the analysis was restricted to abundant mRNA. Thus, for mRNA with A values higher than 10 (that fell into the top 10% percentile of abundance), we found a significant correlation (Pearson’s r = 0.73, R^2^ = 0.60) of translation efficiencies among orthologs (Figures 2A and 2B). These results show that Jurkat and NIH3T3 cells share a basic translatome that is composed by the most abundant mRNA (about 800 mRNAs). To test whether this group of mRNA showed a coherent functional meaning, we analyzed the enrichment in Gene Ontology (GO) terms using the FatiScan programme [57] that allowed us to scan the ranked list of mRNA according to log_2_ P/FM values by means of partitions. Thus, orthologs with the highest translation rates were enriched in proteasome components, enzymes involved in the generation of precursor metabolites and energy and oxidation-reduction metabolism. The orthologs with the lowest translation rates were highly enriched in some components of ribosome and translation elongation factors (Figure 2C). A similar enrichment in these GO terms arose when FatiGO analysis [57] was carried out using the selected group of high and low translation mRNA for human and mouse separately. 

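GO terms were not analysed here, and gene families were taken from their symbols. In control Jurkat cells, the 47 mRNAs of proteasome subunits had a median log2 P/FM of 1.87, and 22 of them reached 2 or more. Among 10000 random lists of coding mRNAs of the same size and matched on A, 99.99% had a lower median. The 90 mRNAs of ribosomal proteins had a median of −2.67, against 1.02 for the typical matched list, and 75 of them lay at −1.5 or below. The 6 translation elongation factors had a median of −2.13 and ranged from −3.31 to 0.97. For the 65 mRNAs of the electron transport chain the median was 1.49, higher than in 98.8% of the matched lists. These percentiles describe 1 array and are not tests across samples.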

Interestingly, this analysis also revealed the existence of cell-specific mRNA subsets with a specific enrichment in GO terms. For instance, the high translation group of mRNA in NIH3T3 was also enriched in GO terms as RNA splicing (GO:0008380) and response to oxidative stress (GO:0006979), whereas in Jurkat cells the high translation group were also highly enriched in GO terms as DNA replication (GO:0006260), protein folding (GO: 0006457), response to DNA damage stimulus (GO:0006974), mRNA splicing (GO:0008380) and Golgi vesicle transport (GO:0048193) (Figure S2).

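For Jurkat cells, 54 mRNAs of DNA replication, listed by symbol, had a median log2 P/FM of 1.69 in control cells. The typical list of the same size matched on A had a median of 1.29, and 99.8% of such lists lay below the DNA replication genes. Of the 54 mRNAs, 15 had a log2 P/FM of at least 2 and 1 lay at −1.5 or below.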

**Figure 2:**
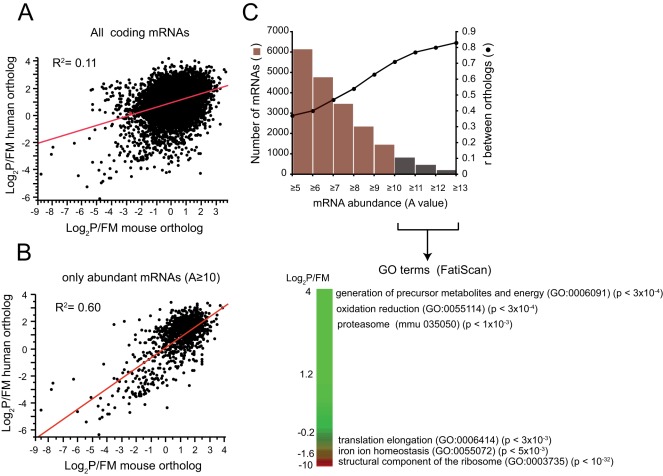
Defining the basic translatome shared by NIH3T3 and Jurkat cells. A) and B) Correlation analysis of log_2_P/FM values among all mouse-man ortholog mRNA pairs detected in the chips (8,019) or among those that showed the highest abundance (A value ≥10; 802 mRNAs). Only coding mRNA were used. Note the significant increase in R^2^. C) A more detailed analysis of the correlation between mRNA abundance and translational consistency among orthologs. Note that pearson’s correlation coefficients (r) increased proportional to mRNA abundance. The subset of mRNA orthologs showing A values ≥10 was subjected to functional analysis using the FatiScan programme. Translation efficiencies were ranked in green to red according to NIH3T3 data and the most significant GO and KEEG terms enriched along the ranking were annotated on the right together with the adjusted p values. A similar result was obtained when the list was ranked according to Jurkat data. Note the specific enrichment in GO terms for orthologs with top and bottom log_2_P/FM values.

We next searched for any association between translation efficiencies and basic features in mRNAs. The parameters analyzed included the length and G+C composition of CDS, 5′ UTR and 3′UTR regions, the presence of upstream ORFs and the context around the initiation and termination codons, as well as the base pairing probability (BBP) distribution around the initiation and termination codons as a rough estimate to the existence of stable RNA secondary structures. All these parameters have been described before to affect translation of specific mRNAs [26], [58], [59], [60], [61]. When full lists of mRNAs were used, no correlation of translation efficiencies with none of parameters analyzed was found (all R^2^<0.1), neither for mouse nor for human cells. So, we next focused on those mRNAs that showed the highest and the lowest translation efficiencies. 

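In control Jurkat cells, 13044 coding mRNAs had A of at least 5.5. Of these, 1988 had a log2 P/FM of at least 2 and 326 had −1.5 or below. The lengths of the 5′ and 3′ UTRs were not used here, so mRNAs with short UTRs were kept.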

We analyzed mouse and human mRNAs separately and the results are summarized in Table 1. First, mRNA with high (and to a lesser extent, low) translation efficiencies showed a shorter CDS as compared with the rest of mRNA. For NIH3T3 cells, mRNA with the highest translation rates encode proteins that are about half the size of the rest. The group of mRNA with low translation rates also showed a slight shorter CDS, especially in Jurkat cells (Table 1). Second, in NIH3T3 cells the high translation group showed a significantly shorter 5′UTRs and 3′UTRs. This trend, however, was not observed in Jurkat cells (see discussion). Third, in the high and low translation groups of mRNA the presence of upstream AUG in the 5′UTR was clearly under- and over-represented, respectively, being this correlation much more apparent in NIH3T3 than in Jurkat cells (see discussion). Moreover, the group of mRNAs with low translation efficiencies showed a lower G+C content in the 5′UTR. No significant differences were found in the context of initiation codon (RnnATG) or termination codon usage. We also compared the positional base pair probability (BBP) distribution at the beginning and end of CDS among mRNA with high and low translation rates in NIH3T3 cells. Two stretches of BBP, one located at 18–26 nts downstream the initiation codon and the other located at 13–15 nts downstream the stop codon appeared enriched in the high translation group of mRNA (Figure S2). This could suggest the existence of RNA hairpins (or another element of secondary structure) that could improve the recognition of initiation and stop codons in mRNA with high translation rates as described before for some viral mRNA [28], [62].

**Table 1:** Features of mRNA grouped in translation classes.

NIH3T3					
		Translation class			
	Total	High	Low	Resistant	Inducible
number of mRNAs*	8159	317	383	276	599
CDS length (nts)	1257	**801**	**939**	1506	**2241**
CDS G+C (%)	53,1	53,96	**51,54**	53,33	**48,59**
RnnAUG frequency	0,87	0,91	0,86	0,89	0,84
5′ UTR length (nts)	144	**105**	133	**191**	**206**
5′UTR G+C (%)	65,31	64,14	**61,66**	**61,49**	**61,48**
3′UTR length (nts)	804	**298**	**586**	973	**1529**
3′ UTR G+C (%)	43,95	45,2	**39,46**	45,26	**38,85**
uAUG≥1 (%)	43,28	**19,56**	**51,17**	**38,08**	**58,93**
uAUG≥2 (%)	22,36	**7,26**	**29,5**	19,6	**36,4**
uAUG ≥3 (%)	13,3	**4,11**	**18,75**	12,35	**24,05**
uAUG≥4 (%)	7,88	**1,9**	**11,96**	6,92	**15,32**
uAUG≥5 (%)	4,77	**1,9**	**8,87**	4,75	**10,14**
**Jurkat**					
		**Translation class**			
	**Total**	**High**	**Low**	**Resistant**	**Inducible**
number of mRNAs*	10303	524	426	1330	166
CDS length (nts)	1317	**1055**	**891**	**1968**	**2225**
CDS G+C (%)	53,8	**46,64**	**56,46**	**47,96**	**48,51**
RnnAUG frequency	0,86	0,87	0,88	0,86	0,84
5′ UTR length (nts)	174	188	**127**	**227**	178
5′UTR G+C (%)	66,51	68,12	**63,29**	**65,19**	**60,53**
3′UTR length (nts)	847	**1222**	**352**	**1703**	697
3′ UTR G+C (%)	41,98	**35,34**	42,55	**38,03**	**40,71**
uAUG≥1 (%)	48,96	**45,6**	**43,9**	**58,12**	**41,57**
uAUG≥2 (%)	27,07	**23,65**	**23,24**	**34,74**	25,3
uAUG≥3 (%)	16,74	15,25	15,05	**22,26**	18,07
uAUG≥4 (%)	10,54	10,68	12,2	**15,94**	**13,86**
uAUG≥5 (%)	7,06	6,48	8,44	**10,38**	7,23

* Only mRNAs with A values ≥5.5+5′ UTR≥10+3′ UTR≥10 were selected for the analysis.

High = log2P/FM≥2. Low = log2P/FM≤−1,5. For rows 2, 5 an 7, values are medians. For the rest, values are expressed in % or frequency. Highly significant differences in the t-test are marked in bold (p<0.005).

### Translational Changes Upon Stress

After treatment of cells with thapsigargin, a rapid halt of protein synthesis associated to eIF2 phosphorylation was observed [50]. When this phenomenon was quantified by [^35^S]-Met incorporation into newly-made proteins, the translational blockade observed was close to 90% during the first hours of treatment (Figure 3A). After 3–4 hours, protein synthesis began to recover due to progressive eIF2α dephosphorylation as described previously [23], [63]. When we analyzed by polysome profiling the global changes of translation efficiencies after stress, we found that about 50% of mRNAs in both NIH3T3 and Jurkat cells showed a significant (≥0.8) decrease in log_2_ P/FM. These apparently discordant results could be explained by the fact that those mRNA that mostly contribute to the translation activity of the cell could be those that experienced the strongest translational repression during stress. To confirm this possibility, we constructed a dataset with the most abundant proteins found in NIH3T3 and Jurkat cells based on previous proteomic analysis using 2D PAGE and mass spectroscopy (MS) data [64], [65], [66], [67]. This list comprises 46 abundant proteins including cytoskeletal components (ß-actin and tubulin ß2), proteasome subunits, and metabolic enzymes such as lactate and malate dehydrogenases among others (Table S1). 

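In Jurkat cells, log2 P/FM fell by 0.8 or more in 8300 of 16429 coding mRNAs at 1 h, which is 50.5% (95% exact binomial interval 49.8 to 51.3). At 3 h it did so in 7127 mRNAs, or 43.4% (42.6 to 44.1), and 6295 mRNAs were in this group at both times. The median log2 P/FM of the 8300 mRNAs went from 1.04 in control cells to −0.61 at 1 h. In 100 sets of unchanged arrays simulated from the noise between spots, a mean of 108 mRNAs fell this far, with a range of 90 to 130. The intervals and the simulation cover noise within an array only. The alternative that moved this group most was loess within each array, which removes a shift common to the array by construction and gave 2772 mRNAs at 1 h.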

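The 46 mRNAs of Table S1 were all matched on the Jurkat arrays, with a mean A of 13.75 (SD 1.90 over mRNAs) against 8.48 over all coding mRNAs. Their mean log2 P/FM was 1.92 (SD 0.65 over mRNAs) in control cells, −0.06 (SD 1.19) at 1 h and 0.73 (SD 0.96) at 3 h. The mean change was −1.98 at 1 h and −1.19 at 3 h, against −0.84 and −0.67 over all coding mRNAs, but at 3 h it turned to 0.24 with loess within each array and to 0.04 with the scanner software's own processed signals. At 1 h, the alternative that moved the mean change of the list most was loess, with −0.26. Log2 P/FM fell by 0.8 or more in 38 of the 46 mRNAs at 1 h and in 28 at 3 h, and it rose in 2 and 5. The median change of the list at 1 h was −1.90. Among random lists of the same size matched on A, the typical median was −1.86, and 42.8% of the lists fell further than this one.

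**Figure D1:**
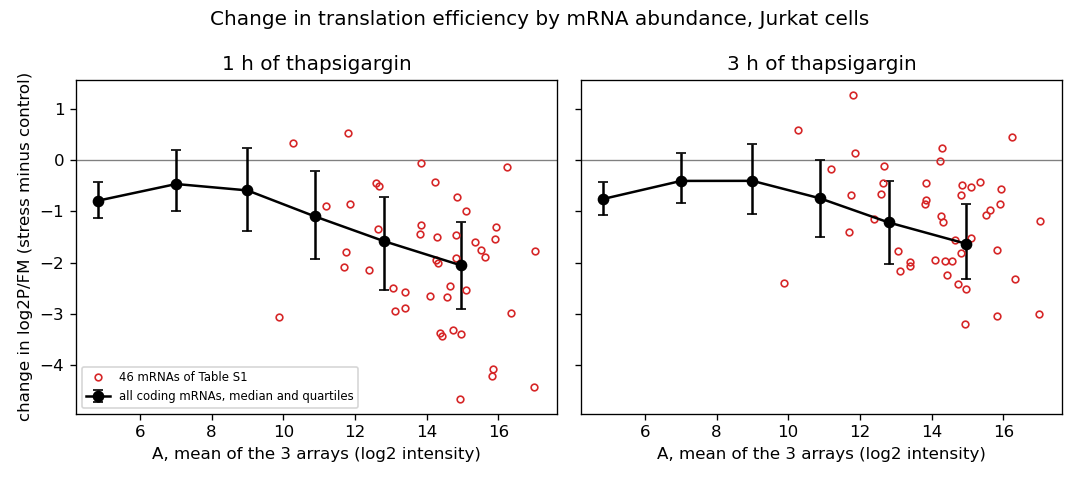
Change of log2 P/FM from control Jurkat cells at 1 h (left) and 3 h (right) of thapsigargin against A, the mean log2 signal over the 3 arrays. Black points are the medians of coding mRNAs in bins of A with bars from the lower to the upper quartile, and red circles are the 46 mRNAs of Table S1; without normalization, the median change at 1 h goes from −0.59 in the bin from A 8 to 10 to −2.06 in the bin from A 14 to 20.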

As predicted, translation of most of these mRNA was strongly blocked after stress (Figure 3B). Functional analysis of mRNA that experienced the strongest translational repression showed GO terms such as electron transport chain (GO: 0022900, p<1.4×10^−5^) and proteasome complex (GO: 0000502, p<1.21×10^−11^) in both cell types.

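On the Jurkat arrays, the 64 mRNAs of the electron transport chain had a median change of −2.94 at 1 h and −2.34 at 3 h, which is −2.13 and −1.66 relative to all coding mRNAs, and the medians stayed negative under every alternative applied to them. All 10000 random lists matched on A fell less at both times, and 57 of the 64 mRNAs fell by 0.8 or more at 1 h. The 47 proteasome mRNAs had a median change of −1.89 at 1 h and −1.31 at 3 h, or −1.08 and −0.63 relative to all coding mRNAs; at 3 h loess within each array gave 0.00. At 1 h, 41 of the 47 fell by 0.8 or more. This median was lower than in most lists matched on A but not outside their range, since 15.0% of them fell further at 1 h and 36.7% at 3 h, when the typical matched list had −1.24. Relative to all coding mRNAs, the alternative that moved the electron transport chain most at 1 h was loess within each array, with −1.51.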

**Figure 3:**
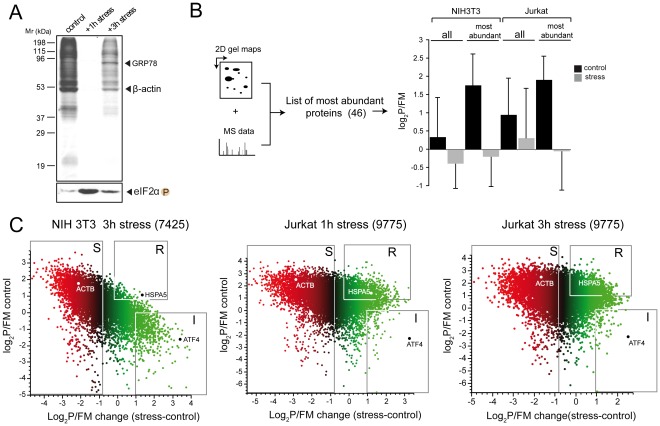
Stress-induced remodeling of translatomes. Identification of translation classes of mRNA. A) Analysis of the translation change after stress using the classical metabolic labeling of newly-made proteins with [^35^S]-Met. NIH3T3 cells were treated with thapsigargin for the indicated times, labeled for 30′ and proteins were analyzed by SDS-PAGE and autoradiography. Note that [^35^S]-Met incorporation was inhibited by 90% at 1h and by 70% at 3 h after stress treatment. The phosphorylation state of eIF2α was analyzed by western-blot in parallel (lower panel). B) The synthesis of proteins that account for most of cellular translation was preferentially inhibited after stress. Based on 2D PAGE analysis and mass spectroscopy (MS) data extracted from the literature, we built a list with the 46 most abundant proteins found in NIH3T3 and Jurkat cells (see Table S1). The mean ±SD of log_2_P/FM values for this mRNA subset under control and stress conditions are shown and compared with values obtained for all mRNA in both cell types. C) Plots showing the change in translation efficiencies (log_2_P/FM stress-log_2_P/FM control) after thapsigargin treatment (3 h for NIH3T3, 1h and 3 h for Jurkat). In parentheses are the number of mRNA used in the analysis. Quadrants were set to identify the translation classes according to values in log_2_P/FM change upon stress. The sensitive (S) class comprises mRNA whose translation decreased≥0.8 log_2_ (40–50% of mRNAs in both NIH3T3 and Jurkat). A representative member of this group is the ACTB mRNA. Resistant (R) class includes those mRNA that continue to translate at moderate to high rates during stress. These mRNA show a log_2_P/FM≥0.8 in both control and stressed cells, and comprises about 3–4% of total mRNA in NIH3T3 and up to 13% in Jurkat cells. A representative member of this group is the HSPA5 (the BiP chaperone) mRNA. Translation inducible class (I) comprises mRNA with low translation efficiencies under control conditions (log_2_ P/FM≤0) that increased upon stress (log_2_ change≥1). This group comprises about 8% of mRNA in NIH3T3 cells and 1.5% in Jurkat cells. A representative member of this group is the transcription factor ATF4.

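Of the 16429 coding mRNAs of Jurkat cells, 5012 met none of the 3 definitions in the legend of Figure 3C at 1 h, where the changes are from control cells, and 5416 met none at 3 h. The definitions overlap for mRNAs whose log2 P/FM fell by 0.8 or more and stayed at 0.8 or above, which were 498 at 1 h and 682 at 3 h. A rise of 1 or more, whatever the control value, was seen in 798 mRNAs at 1 h and in 670 at 3 h. Unchanged arrays simulated from the noise between spots gave a mean of 34.8 such rises, with a range of 22 to 50.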

An examination of the plots of Figure 3C revealed that, in addition to mRNAs whose translation was significantly reduced (stress sensitive, S), a relatively abundant group of mRNA showed no change or positive changes in translation coefficients after stress. Accordingly, we named these groups as translation arrest resistant (R) and translation inducible (I), respectively. The R group of mRNAs showed positive translation values (log_2_ P/FM≥0.8) in both control and thapsigargin-treated cells and comprises about 300 mRNAs (3–4% of total) in NIH3T3 and about 1,360 mRNAs (13%) in Jurkat cells. 

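In Jurkat cells, 3486 coding mRNAs had a log2 P/FM of at least 0.8 in control cells and at 1 h, which is 21.2% of 16429 (95% exact binomial interval 20.6 to 21.9). At 3 h the R class had 4465 mRNAs, or 27.2% (26.5 to 27.9), and 3343 mRNAs were in it at both times. The median change of the R class was 0.01 at 1 h and −0.05 at 3 h. Of the alternatives applied to all results, loess within each array moved the R class most, to 1197 mRNAs at 1 h.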

A representative member of this group is the HSPA5 gene encoding the BiP chaperone, whose mRNA showed relatively high rates of translation in both control and stressed NIH3T3 and Jurkat cells (Figure 3C). 

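HSPA5 had a log2 P/FM of 2.56 at 1 h and 3.30 at 3 h in Jurkat cells. This was a rise of 0.53 and 1.27, or of 1.34 and 1.95 relative to the median change of all coding mRNAs. Its 2 probes rose by 0.35 and 0.71 at 1 h. A rose from 9.17 in control cells to 13.03 at 1 h and 13.24 at 3 h.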

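Of 36 aminoacyl tRNA synthetase mRNAs in Jurkat cells, 16 were in the R class at 1 h (44.4%) and 15 in the S class (41.7%). At 3 h, 24 were in the R class (66.7%) and 6 in the S class (16.7%). The median change of the 36 mRNAs was −0.61 at 1 h and −0.02 at 3 h. It turned to rises under loess within each array, the scanner software's processed signals and the median log ratio of each array set to 0. Relative to all coding mRNAs it was 0.20 and 0.66, but at 1 h it was −0.18 with an offset of 50 and −0.02 with the background method the paper used for its mouse arrays. It was higher than in 99.5% of the random lists matched on A at 1 h. Whole GO terms were not analysed here.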

Gene ontology (GO) analysis revealed that translation arrest resistant class of mRNAs was enriched in functional terms such as aminoacyl tRNA ligase (GO:0004812), transcription factor binding (GO:0008134), DNA replication (GO:0006260) and repair (GO:0006281), negative regulator of apoptosis (GO:0043066) and RNA processing (GO: 0006396) among others (Figure 4A). 

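In Jurkat cells, 25 of 54 DNA replication mRNAs were in the R class at 1 h (46.3%) and 24 in the S class (44.4%). At 3 h, 35 were in the R class (64.8%) and 15 in the S class (27.8%). The median change of the 54 mRNAs was −0.58 at 1 h and −0.05 at 3 h. It turned to a rise at both times with loess, with the processed signals of the scanner software and with centered log ratios. Relative to all coding mRNAs the change was 0.23 and 0.63, and at 1 h it was −0.14 with an offset of 50. Of the lists matched on A, 99.9% fell further at 1 h.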

Interestingly, when we focused on R mRNAs in Jurkat cells, GO terms related to DNA replication (GO:0006260) or cellular response to stress (GO: 0033554) were also specifically enriched (Figure 4A). The translational resistance to stress for some members of this class of mRNA such as AARS (alanyl tRNA synthetase), Lig1 (DNA ligase 1) and HSPA5 (BiP chaperone) were also confirmed by qPCR (Figure 4B).

**Figure 4:**
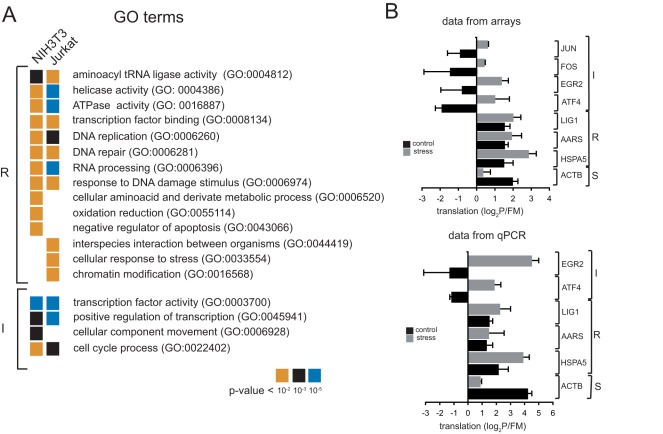
Validation and functional analysis (GO) of translational classes. A) GO terms found in translation classes. Only the most enriched terms with adjusted p-values<10^−2^ are shown (FatiGO analysis). Note the existence of some cell-specific terms in NIH3T3 and Jurkat cells. B) Translational changes upon stress of some representative mRNA of S, R and I classes detected by microarrays. For R class, we focused on mRNA encoding HSPA5 (BiP), the alanyl-tRNA synthetase (AARS) and the ligase I (LIG1). For I class, in addition to ATF4, we also analyzed the mRNA encoding the transcription factors early growth response protein 2 (EGR2) and the proto-oncogenes c-Fos (FOS) and c-Jun (JUN). The ACTB mRNA is a representative member of S class. Lower panel shows the validation of log_2_P/FM data by qPCR for some mRNA.

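On the Jurkat arrays, log2 P/FM of AARS went from 1.75 in control cells to 2.39 at 1 h and 2.48 at 3 h, and that of LIG1 from 1.84 to 2.22 and 2.46. ATF4 reached 0.98 at 1 h and 0.24 at 3 h, a rise of 3.27 and 2.52. EGR2 went from 0.34 to 1.84 and 1.00, FOS from 0.02 to 1.89 and 0.48, and JUN from −0.28 to 0.85 and 0.55. With a control value above 0, EGR2 and FOS were outside the I class as defined in Figure 3C, but their control values were below 0 with loess, with centered log ratios and with the scanner software's processed signals. ACTB fell by 1.76 at 1 h and by 1.07 at 3 h, or by 0.95 and 0.39 relative to all coding mRNAs, and rose by 0.21 and 0.62 with loess and by 0.28 at 3 h with the processed signals. AARS, LIG1, EGR2, FOS and JUN were each measured by 1 probe. The qPCR values were not analysed here.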

Translation inducible group (I) of mRNA is represented by ATF4 and includes about 672 mRNAs in NIH3T3 (8% of total) and 189 mRNA in Jurkat cells (1.5% of total). 

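In Jurkat cells, 129 coding mRNAs had a log2 P/FM of 0 or below in control cells and rose by at least 1 at 1 h, which is 0.785% of 16429 (95% exact binomial interval 0.656 to 0.932). At 3 h the I class had 103 mRNAs, or 0.627% (0.512 to 0.760). Loess within each array, the alternative that moved the I class most, gave 1715 mRNAs at 1 h. The median log2 P/FM of the 129 mRNAs was −0.57 in control cells and 0.75 at 1 h.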

Similar to ATF4 mRNA, translation of these mRNA was transiently relieved after stress, being further repressed at later times. This behavior contrasted with that observed for stress resistant mRNA that were efficiently translated in both control and stress situations. 

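Of the 129 I mRNAs of Jurkat cells at 1 h, 101 (78.3%) had a lower log2 P/FM at 3 h than at 1 h, and 73 were still in the I class. Their median went to 0.46 at 3 h, a median difference of −0.31 from 1 h. Over all coding mRNAs, 34.5% were lower at 3 h than at 1 h.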

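For the 3486 R mRNAs of Jurkat cells at 1 h, the median log2 P/FM was 1.60 in control cells, 1.58 at 1 h and 1.74 at 3 h. Of them, 41.0% were lower at 3 h than at 1 h.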

For I class mRNA, gene ontology analysis revealed a high enrichment in transcription factor activity (GO:0003700) and positive regulation of transcription (GO:0045941) (Figure 4A). Indeed, apart of ATF4, many other transcription factors such as EGR1 and EGR2, NFAT5, ATF5, JUN, FOS, CREB1, OCT1 and SP1 were translationally induced after stress in both cell types (Figure S3). This I class of mRNA is also highly enriched in other many zinc finger and bromodomain-containing proteins, most of them with still unknown function. 

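The 9 transcription factors EGR1, EGR2, NFAT5, ATF5, JUN, FOS, CREB1, POU2F1 (OCT1) and SP1 were followed on the Jurkat arrays. Log2 P/FM rose in 8 of them at 1 h and in 6 at 3 h, and by at least 1 in 4 at 1 h and in 1 at 3 h. The exception at 1 h was CREB1, which fell by 0.29, or rose by 0.52 relative to all coding mRNAs, and rose by 0.20 with the processed signals of the scanner software, by 0.44 with loess and by 0.65 with centered log ratios. At 1 h the rise was 0.91 for EGR1, 0.43 for NFAT5, 0.76 for ATF5, 0.41 for POU2F1 and 1.36 for SP1. Of the 9 factors, 1 was in the I class at 1 h and 4 were in the R class, where the control and stress values are at least 0.8. Of these 4, only NFAT5 had every probe above that limit in control cells. The 2 probes of POU2F1 were at −0.21 and 3.44, and 1 of them was well above background on every array; those of CREB1 were at 0.62 and 1.57, and those of SP1 at 0.42 and 1.21.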

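In Jurkat cells, 22 of 532 mRNAs of C2H2 zinc finger proteins (4.14%) and 2 of 46 mRNAs of bromodomain proteins (4.35%) were in the I class at 1 h. At 3 h these were 17 and 1. The median change of the zinc finger mRNAs was 0.22 at 1 h and 0.30 at 3 h, or 1.03 and 0.97 relative to all coding mRNAs. That of the bromodomain mRNAs was 0.57 and 0.63, or 1.38 and 1.31 relative to all coding mRNAs. Both families rose under every alternative applied to them, and all 10000 random lists matched on A lay lower at 1 h. More of these mRNAs were in the R class at 1 h, 177 of the zinc finger and 28 of the bromodomain mRNAs.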

Other GO terms found in this translation class are cell cycle process (GO:0022402), cellular component movement (GO:0006928) and response to stress (GO:0033554). The translational induction of some representative mRNA of this class such ATF4 and EGR2 was also confirmed by qPCR (Figure 4B).

### Translation vs. Transcription Changes Upon Stress

In yeast, transcriptional and translational changes for most mRNA upon stress are coordinated in the same direction to potentiate the general stress response in this organism [43], [68]. We therefore analyzed if a such as pattern was also evident in mammalian cells. Only 1,083 mRNA in NIH3T3 and 1093 mRNA in Jurkat cells changed significantly in abundance after 3 h of stress, in contrast to 4,500–5,300 mRNA that experienced a significant translational change under these circumstances (Figure 5A). 

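In Jurkat cells, A changed by at least 1 in 1321 of 16429 coding mRNAs at 3 h, and log2 P/FM in 6179, of which 670 rose and 5509 fell. At 1 h the numbers were 1647 and 7685. The scanner software's processed signals moved the number of mRNAs changed in abundance most, to 2732 at 3 h, and with A quantile-normalized between arrays it was 817. The change in translation depends on the shift shared by all coding mRNAs, and with the median log ratio of each array set to 0 there were 2969 rises and 1718 falls at 3 h.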

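Of the 1321 Jurkat mRNAs that changed in A by at least 1 at 3 h, A rose in 1217 and fell in 104, so 92.1% rose. This share was 95.4% at 1 h. With the median A of the arrays aligned it was 73.4% at 3 h, and with A quantile-normalized 70.9%.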

Interestingly, 90% of these 1,083–1,093 mRNAs changed by increasing their abundance after stress. Functional analysis of these group of mRNA showed a specific enrichment in response to protein stimulus (GO:0051789, p<2×10^−4^) and unfolded protein (GO: 0006986, p<5×10^−2^) as expected [49], [69]. 

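Of 22 mRNAs of the unfolded protein response in Jurkat cells, listed by symbol, 20 rose in A by at least 1 at 3 h and 10 at 1 h. Their median change in A was 1.70 at 3 h and 0.78 at 1 h, higher than in all and in 99.97% of 10000 random lists matched on A. In translation, their median change at 3 h relative to all coding mRNAs was 0.04, and it ranged from −0.24 with an offset of 50 to 0.53 with the processed signals of the scanner software.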

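In Jurkat cells, 426 coding mRNAs changed by at least 1 in both A and log2 P/FM at 3 h, 5753 in log2 P/FM only and 895 in A only. If the changes were unrelated, 497 mRNAs would be expected to change in both, whatever the direction. By direction, 343 of the 426 rose in both and 42 fell in both. A rose while log2 P/FM fell in 40, and the reverse was seen in 1. Log2 P/FM rose by at least 1 in 28.2% of the mRNAs whose A did, against 4.08% of all coding mRNAs. The comparison with 497 therefore does not show that rises in both measures were unrelated. Of the mRNAs that changed in log2 P/FM, 6.89% also changed in A. Loess and centered log ratios moved the number changed in both to 787 and 940, and the processed signals of the scanner software, which moved it most, to 1372.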

Venn diagrams showed that only a small fraction of total mRNA (450 in NIH3T3 and 354 in Jurkat) changed simultaneously in both translation and mRNA abundance after 3 h stress, in contrast to that found in yeast where about 70% of mRNA that changed translation after severe stress also changed in mRNA abundance [43], [68]. When we focused on specific translation classes, however, the coordination in translation and transcription changes was much more apparent. Thus, 20% of mRNA grouped into the translation arrest resistant class (R) and 28% of mRNA grouped into the translation inducible class (I) increased in abundance in NIH3T3 cells after stress (Figure 5B). This effect was even more apparent in Jurkat cells, where 53% of I class mRNA and 20–30% of R class mRNA increased in abundance after stress. This coordination, however, was not observed in translation sensitive (S) mRNA where only 3–5% of these mRNA increased in abundance after stress (Figure 5B).

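Among Jurkat mRNAs, A rose by at least 1 in 29 of 129 I mRNAs at 1 h, or 22.5% (95% exact binomial interval 15.6 to 30.7), and in 36 of 103 at 3 h, or 35.0% (25.8 to 45.0). In the R class it rose in 1090 of 3486 mRNAs at 1 h, or 31.3% (29.7 to 32.8), and in 834 of 4465 at 3 h, or 18.7% (17.5 to 19.9). Over all coding mRNAs the shares were 9.56% and 7.41%. At 1 h the alternative that moved the share of the I class most, among those applied to all results, was the scanner software's processed signals, with 52.6%. With A quantile-normalized between arrays it was 7.81%.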

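In Jurkat cells, A rose by at least 1 in 175 of 8300 S mRNAs at 1 h, or 2.11% (95% exact binomial interval 1.81 to 2.44), and in 60 of 7127 at 3 h, or 0.842% (0.643 to 1.08). The median change in A was −0.05 for the S class at 1 h, against 0.72 for the R class and 0.67 for the I class. From the difference between the R and I classes and the S class, the paper concludes that changes in abundance and translation are coordinated for the former and not for S mRNAs.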

**Figure 5:**
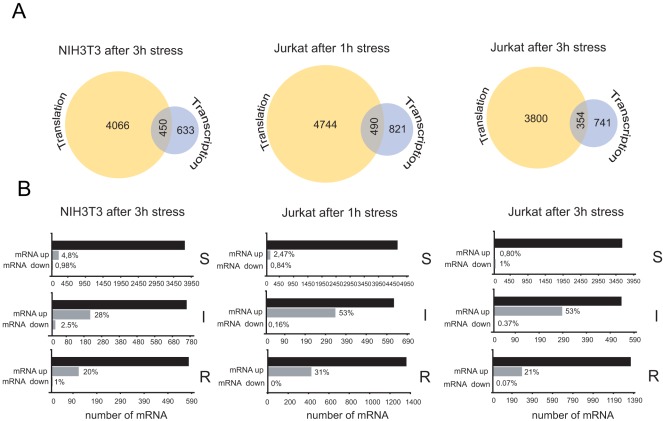
Analysis of stress-induced coordinate changes in translatome and transcriptome. A) Venn diagrams of mRNA that only experienced translational changes upon stress (log_2_ P/M change≥1 or≤−1, yellow circle), those that only experienced transcriptional changes (A change≥1 or≤−1, blue circle) or whose that significantly changed in both log_2_P/FM and A values (merged). The number of mRNAs for each group is shown. B) Changes in mRNA abundance for each translational class after stress. The number and percentage of mRNA whose abundance changed after stress (up or down) for each translational class (S, R and I) are shown in gray rectangles. Black rectangles show the number of mRNA that comprises each class based on their translational behavior upon stress. Note that a significant percentage of mRNA whose translation resisted or was induced by stress also increased in abundance, especially in Jurkat cells.

We next focused on translation changes in mRNAs whose abundance increased after stress (>2 fold). In NIH3T3 cells (989 mRNA), 21.5% of these mRNA increased in translation upon stress and up to 18% experienced a significant translational repression. In Jurkat cells (1,020 mRNA), 22% of these mRNA increased in translation upon stress and only 3% were translational repressed.

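Of the 1217 Jurkat mRNAs whose A rose by at least 1 at 3 h, log2 P/FM rose by at least 1 in 343, or 28.2% (95% exact binomial interval 25.7 to 30.8), and fell by at least 1 in 40, or 3.29% (2.36 to 4.45). Over all coding mRNAs these shares were 4.08% and 33.5%. At 1 h, 27.8% of 1571 mRNAs rose and 8.85% fell. With the median log ratio of each array set to 0, which moved the share that rose most at 3 h, it was 74.7%.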

### Features in mRNA that Define the Translation Classes

With the aim to find specific features in R and I classes of mRNA that could explain their translation during stress, we analyzed some parameters in sequence and structure that were reported before to influence translation initiation of specific mRNAs. Interestingly, translation inducible (I) class of mRNA in both mouse and human encode proteins nearly twice as large as the median of all protein coding mRNA detected in the chips. This feature was also apparent for R class of mRNA in Jurkat, but not in NIH3T3 cells. Another prominent feature found in I class mRNA was the prevalence of uATGs in the 5′ UTRs (Table 1). Thus, 36% and 24% of these mRNA in NIH3T3 cells showed at least 2 or 3 uATGs, respectively. Notably, the probability to find 2 or more uATGs in I class mRNA of NIH3T3 cells was 5–10 fold higher than in the group of mRNA with high translation rates and only slightly higher than in the group of mRNA with low translation, supporting the fact that I class mRNA are a particular type of low translation mRNA whose translation was relieved after stress. Another feature found in I class of mRNA was a lower G+C content in the 5′ UTR (60–61% vs 65–66% as median in all mRNA) and in the CDS region (49–50% vs 53% as median in all mRNA). An interesting observation was that, contrary to that found in NIH3T3 cells, mRNA with the highest translation scores in Jurkat cells contain uATGs in their 5′UTR, reinforcing the notion that these cells show a remarkable dysregulation in translation control. We also found that R class of mRNA was much more larger in Jurkat than in NIH3T3 cells, whereas for I class mRNA we found the opposite (Table 1). This result, together with the fact that R class mRNA showed a similar CDS length than I class mRNA in Jurkat cells, suggests some decanting effect from I class to R class in this cell line. Thus, we found many mRNA of R class in Jurkat whose corresponding ortholog in NIH3T3 cells fell into the I class (Figure S4).

## Discussion

The wide range of translation efficiencies reported before for yeast mRNA transcriptome has also been found here for mammalian mRNAs, ranging from low polysome-associated mRNAs to those that showed a high enrichment (>90%) in the polysome fraction such as some mRNA that encode components of proteasome or metabolic enzymes. Although abundant mRNA in NIH3T3 and Jurkat cells tended to show high translation efficiencies, this correspondence was only a trend and not a statistical significant correlation (R^2^<0.1). Thus, a prominent group of mRNA including those that encode some ribosomal proteins (e.g. RPS2 or RPS12) and some elongation factors (e.g. EEF1G) displayed low translation efficiencies despite were abundant messages, showing that for these mRNA subsets the regulation of protein outputs are mainly controlled at translation level as described before for specific mRNA [5], [6], [7], [70]. 

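In control Jurkat cells, RPS2 had a log2 P/FM of −3.47 with A of 16.22, from 3 probes between −4.07 and −2.60. RPS12 had −4.49 with A of 15.72, from 1 probe, and EEF1G −3.22 with A of 16.28, from 3 probes between −3.60 and −2.75. They lay at percentiles 0.175, 0.0732 and 0.282 of the coding mRNAs.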

We found here that NIH3T3 and Jurkat cells, despite their differences, share a basic translatome encoded by the most abundant messages with a number of coherent biological themes. 

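CD3G had a log2 P/FM of 3.13 in control Jurkat cells with A of 14.87, above 99.5% of the coding mRNAs. CD3E had 1.41 with A of 12.39, from 2 probes at 1.02 and 1.80, and CD3D 1.33 with A of 16.57. CD47 was measured under 2 accessions, with 3.92 and A of 12.76 for NM_198793 and 2.97 and A of 7.55 for NM_001777.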

We also detected abundant lineage-specific mRNA with high translation efficiencies such as mRNA encoding the antigens CD3 or CD47 in Jurkat cells. For low expression mRNAs, the lack of correlation in translation efficiencies found between NIH3T3 and Jurkat probably reflects differences in the activity or regulation of one or more initiation factor(s) due to differences in lineage, species or degree of transformation. Thus, the tumorigenic nature of Jurkat cells probably explain the higher scores in translation efficiencies found for thousands of mRNA in this cell line. The absence of breaks that attenuate translation or the higher abundance (and/or activity) of some eIFs such as eIF4F, DHX29 or eIF2B [51], [52], [71], [72] found in many tumor cell lines could explain the elevated translation rates of many mRNA orthologs in Jurkat as compared with NIH3T3 cells.

Among the features in mRNA that could influence translation in eukaryotic cells, our analysis points out to the length of CDS, 5′ UTR, 3′ UTR and the presence of uORFs. The strong bias that high translation mRNA show for having shorter CDS has been reported before in yeast [19], [42] and corroborated here for mammalian cells. Abundant proteins involved in the basic functions of the cell probably compacted their mRNA to reduce ribosome transit times that accelerated translation, lowering at the same time the chance for any eventual ribosome misreading of mRNA during the decoding process. This idea has been recently supported by the low rates of protein evolution (purifying selection) found in highly expressed genes [73]. A short CDS length, together with a slightly better AUG context and a shorter 5′ UTR and 3′ UTR could explain the high translation rates for a subset of mRNA in NIH3T3 cells (Table 1). However, taken per separate these features do not necessary define a translational class; for instance, we found that low translation mRNAs are also characterized by a slightly shorter CDS than the median in both NIH3T3 and Jurkat cells.

Although far from perfect, the correlation found between mRNA levels and translation rates in yeast seems to be higher than in mammalian cells [43], [68], [74]. This probably reflects a much closer coordination between transcription and translation in yeast than in mammalian cells, especially when changes in mRNA abundance and translation were compared upon stress. Contrary to that found in yeast, we describe here that the changes in gene expression during the acute phase of stress response in mammalian cells were mainly translational, so that changes in translation dominated over those that affected transcription or mRNA stability. Unlike yeast that directly face environmental stresses in a unicellular manner and through a single eIF2 kinase (GCN2), stressful situations in mammalian cells are generally buffered by the homeostatic control of tissues and organs, so that a rapid translational response could be enough to cope with the acute phase of stress. However, a partial but clear potentiation effect in transcription and translation changes was observed for the subsets of mRNA that are translating upon stress in mammals (e.g. ATF4 and BiP), an observation that further strengthens the key role of these proteins in the stress response.

The presence of uATG in 5′ UTR is a distinctive feature of mRNA with low translation rates, especially for those whose translation was relieved after stress. Notably, we found here a relative abundant group of mRNA whose translation might be regulated by an ATF4-like mechanism. The finding that this group of mRNA was highly enriched in transcription factors (TF) of bZIP and zinc finger C2H2 classes supports the existence of a conserved programme that initiates with the rapid accumulation (via translational activation) of TFs that further induce a number of effector genes involved in the integrated response to stress [13], [24], [75]. 

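In Jurkat cells, 2 of 49 bZIP factor mRNAs (4.08%) were in the I class at 1 h and 1 at 3 h. Their median change was −0.56 at 1 h and −0.34 at 3 h, which turned to rises with loess, with the processed signals and with centered log ratios. Relative to all coding mRNAs it was 0.25 and 0.34, and at 1 h −0.04 with an offset of 50 in the background correction. Of the lists matched on A, 92.2% lay lower at 1 h.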

In fact, a considerable number of these TFs are classified as early response genes (ERGs) whose expression changed rapidly after different stressful situations [49]. This coordination was also found among TF of different families that physically interact or whose expression can be integrated in networks [76]. Interestingly, most of TF mRNA whose translation was induced after stress has been classified as facilitators (AP1, ATF4, etc.) that positively regulated transcription in response to multiple stimuli in a wide range of tissues and organs [76]. Moreover, inducible class was also enriched in mRNAs that encode zinc finger C2H2 type-containing domains of known (e.g. EGR1, EGR2 or SP1) and yet unknown functions, some of the last are also probably involved in transcriptional regulation. Some effector genes induced by master TFs such as CHOP, ATF3 and GADD34 (regulated by ATF4) or COX2 (regulated by NFAT5) were activated at both transcriptional and translational levels after stress, showing the existence of a translational coordination network among mRNA encoding master regulators and some effectors of stress response. However, for other genes that were induced during the first hours of stress, translation of their mRNA probably required a later recovery of cellular translation promoted by eIF2 dephosphorylation, since these mRNA do not contain any autonomous mechanism of translational resistance to eIF2 phosphorylation [23]. This agrees well with the existence of two waves of gene expression response to recover from stress, the first (and immediate) dominated by translational changes, and the second wave where the products of many induced genes are accumulated.

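On the Jurkat arrays, DDIT3 (CHOP) rose in A by 2.87 at 1 h and 4.49 at 3 h, and its log2 P/FM rose by 0.69 and 0.73. PPP1R15A (GADD34) rose in A by 2.03 and 1.37 and in log2 P/FM by 0.90 and 0.67. ATF3 rose in A by 0.53 and 2.84; its log2 P/FM fell by 0.52 at 1 h, but rose by 0.30 relative to all coding mRNAs and by 0.23, 0.30 and 0.43 with the processed signals, loess and centered log ratios, and it rose by 0.50 at 3 h. PTGS2 (COX2) had A of 4.29 in control cells, 4.00 at 1 h and 4.24 at 3 h, did not pass A above 4 at 1 h, and had no probe well above background on every array.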

Although the presence of uAUGs is highly enriched in translation inducible mRNAs, the long 5′ UTR of some these mRNA such as EGR2 and JUN do not show any uAUG (Figure S3). This, however, does not necessarily mean that translation regulation of these mRNA does not rely on the activity of uORFs, since recent data from RNAseq has revealed the existence of non-AUG uORFs that might be also operating in some yeast and mammalian mRNAs [42], [77]. Alternatively, stress-induced translational relief of some mRNAs that do not show any predictable uORFs might be relay on another sequence(s) or structural motif(s) in mRNA whose existence should be tested in the future.

The finding that translation arrest resistant mRNA are enriched in terms such as aminoacyl-tRNA synthetase (AARS), molecular chaperones, positive regulators of DNA replication and repair, and negative regulator of apoptosis reinforce the pro-survival nature of stress response. Adaptive changes in aminoacid metabolism during response to ER stress has been described before and was interpreted as an anticipatory response of the cell to recover translation after stress [69]. 

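A rose by at least 1 in 18 of the 36 aminoacyl tRNA synthetase mRNAs of Jurkat cells at 1 h and in 12 at 3 h. Their median change in A was 1.02 at 1 h and 0.85 at 3 h, and all 10000 random lists matched on A lay lower. Synthesis of the proteins was not measured on the arrays.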

Our finding that many AARSs are synthesized during the acute phase of stress response supports the above notion. However, unlike the translation inducible transcripts, mRNA of the R class do not show any apparent anatomical feature except for a larger 5′ UTR of slight lesser content in G+C than the median of all mRNA. 

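In Jurkat cells, both HSP90AA1 accessions were in the R class at 1 h and 3 h, with a log2 P/FM of 2.32 and 2.35 at 1 h, while HSP90AB1 had 0.40 at 1 h and 1.87 at 3 h and was in the R class at 3 h only. HSP90B1 had 1.82 at 1 h and 1.43 at 3 h. HSPA1A (HSP70) had 0.24 in control cells, 0.67 at 1 h and −0.22 at 3 h with A of 5.37 in control cells, outside all 3 classes, and 1 of its 3 probes was not well above background on every array. MYC had 0.50 in control cells, 1.21 at 1 h and 0.22 at 3 h, and its 2 probes, at −0.25 and 1.24 in control cells, disagreed.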

Some of R class mRNA such as BiP, HSP70 and HSP90 [78], [79], [80], and other I class mRNA such as MYC and JUN [81], [82] have been reported before to translate via an IRES element, although some recent analysis have seriously questioned the role of such elements in translation of cellular mRNAs [83], so that any direct association between translational resistance to stress and IRES activity will require a more careful analysis.

Finally, the current advances in deep sequencing (RNAseq) and high-throughput analysis of RNA structure by chemical/enzymatic probing and computation will help to identify elements of sequence/structure (RNA motifs) involved in translation regulation of mRNA subsets with coherent biological functions. In particular, the presence of specific structures downstream the AUG in mRNA that could allow eIF2-independent translation during stress as described before for some viral mRNA [62] will deserve further analysis.

## Materials and Methods

### Cell Culture

Low passage NIH3T3 (from ATCC, CRL-1658) cells were grown on 100 mm plates in DMEM supplemented with 10% of calf serum (Sigma). Jurkat cells (from ATCC, TIB-152) were grown in suspension in RPMI supplemented with 10% foetal calf serum (Gibco BRL). Cell cultures were treated with 10 µM of thapsigargin (Sigma) for the times indicated, washed with cold PBS and further processed for polysome extraction.

### Polysome Profiling and RNA Extraction

Four p100 plates of subconfluent NIH3T3 cells and 10^8^ Jurkat cells were used for the experiments. Five minutes before the lysis, cells were incubate with 50 µg/mL of cycloheximide (CHX) in order to freeze the polysomes. Cells were washed twice with cold PBS-CHX and lysed in polysome buffer (Hepes 30 mM pH 7.4, 100 mM KCL, 5 mM MgCl_2_, 1 mM DTT, 1% Triton X-100, 0.1% deoxycholate) supplemented with 0.5 mg/mL of heparin and 50 µg/mL of cycloheximide. After 15′ of incubation, cells were centrifuged at 8000 xg in a minifuge at 4°C. Supernatant was immediately loaded on 15 mL ultracentrifuge tubes (Beckman) containing a 10–40% sucrose gradient in polysome buffer. Polysome gradients used in this work were prepared all at once in a gradient marker machine (BIOCOMP) for reproducibility. Gradients were spun at 39,000 rpm for 3 h in a SW41 rotor (Beckman) at 4°C. Tubes were fractionated from the top using a ISCO fractionator apparatus to get 12 fractions that were extracted immediately with phenol-chloroform and precipitated with 2 volumes of ethanol overnight at −20°C. The RNA content of each fraction was analyzed by agarose electrophoresis. Fractions from 1 to 7 (free+monosome, FM) and from 9 to 12 (polysome, P) were pooled and precipitated with 1.5 M LiCl overnight at −20°C. This step was critical to eliminate any rest of heparin that inhibited the retrotranscription during the labeling process. The RNA pellet was washed with 70% EtOH and resuspended in lysis buffer of RNasy kit (Qiagen) and purified according to the manufacturer. Three independent polysome preparations for each cell type and condition were performed. Given the high reproducibility in the separation, the corresponding fractions from these three preparations were pooled and stored at −70°C to further used as material in the labeling reactions. Polysome fractions contained 2 fold (Jurkat) or 1.5 fold (NIH3T3) more total RNA than the free+monosome fraction in control cultures, whereas upon stress the free+monosome fraction accumulated 3 fold more RNA in both cell types. These proportions were kept for RNA labeling.

### Microarray Hybridization

RNA labeling and microarray hybridization was carried out according with the platform of two color microarray-based gene expression analysis 6.0 from Agilent. Briefly, RNA was labeled using the low Input Quick Amp labeling kit (p/n 5190–2306 Agilent) so that total RNA (FM+P) for every sample was kept to 300 ng. For instance, in unstressed Jurkat sample, 101 ng of FM RNA and 199 ng of P RNA were used for labeling reactions. This rendered 5 pmol/mL of Cy5-labeled FM cRNA and 6.55 pmol of Cy3-labeled P cRNA. Equal volumes (4 µL) of FM and P cRNAs were used for hybridization of dual color chips of 44 K from human (G2519F-014850) or mouse (G2519F-014868), and scanned on Agilent Scanner G2505B US45102947. Similar results were obtained when the same amount of FM and P RNAs was used for labeling, followed by the appropriate adjustment to the initial proportions during the hybridization step.

### Data Processing

All basic data processing was carried out using the tools suited in Babelomics 4 (www.babelomics.org, [57]). Raw data extracted from Agilent software 10.7.1 was loaded, background corrected (Normexp for Jurkat, Half for mouse) and the replicates of each mRNA sequence were averaged. Next, data were filtered by A values above 4 for Jurkat and 4.5 for mouse. A values are the mean of the log_2_-scaled intensities in green and red channels (½ log_2_ (RG)) and represent the relative abundance of each mRNA (FM+P). For some analysis, a more restrictive A cut was used. All the steps in data processing were checked twice to minimize the loss of information. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE36206 and GSE36207. Basic and advanced statistical analysis were performed in Excel 2004 and in JMP8 software, respectively. A list with unique Ensembl transcript ID annotation was created for mouse (11,796 items) and human (21,917 items). The human-mouse ortholog list was extracted from MGI database (www.informatics.jax.org) and contains 17,861 ortholog pairs. Translation efficiency was defined as the ratio (in log_2_ scale) of mRNA abundance in polysomal (P) and non polysomal fractions (FM). To estimate translation changes for each mRNA, the log_2_P/FM value after stress was subtracted to log_2_P/FM value in control conditions. Functional analysis of translation classes was carried out by single or set enrichment analysis using FatiGO and FatiScan programs suited in Babelomics 4. Equilibrium base-pairing probabilities (BPPs) in mRNA were calculated via McCaskill’s partition function algorithm with the aid of Vienna RNA package (http://rna.tbi.univie.ac.at/). Mean BPP values in positions within UTR-CDS segment neighboring to either start or stop codons were calculated for different mRNA samples as described previously [58]. The information to construct the dataset of abundant proteins in 3T3 and Jurkat cells was extracted from previous reports [64], [65], [66], [67] and from http://www.meduniwien.ac.at/proteomics/database/#simple_search/.

### Quantitative PCR (qPCR)

RNA from P and FM fractions were retrotranscribed to cDNA using the Super Script RT II kit (Invitrogen) and random primers (Promega). Volumes of RNA used as templates were adjusted so that the total amount of FM+P was set to 1.5 µg for all the samples, keeping the ratios FM/P as describe above. For qPCR, a 1.5 µL sample of cDNA reactions was used. The primers were designed to target conserved regions in human and mouse, so that each primer pair can be used for amplification in both species (Table S2). Amplifications were carried out in a LightCycler® 480 apparatus (Roche) using the SYBR green I method (Roche). Most of amplifications were carried out using 0.5 µM of primers, a preincubation step at 95°C for 10 s, and 45 cycles of amplification consisting of a denaturing step at 95°C for 10 s, a annealing step at 55°C for 20 s and an extension step at 72°C for 30 s. To quantify EGR2 and Lig1 mRNAs, primer concentration was reduced to 0.1 µM and the annealing temperature was increased to 58°C. The apparatus was set for relative quantification.

### Metabolic Labeling and Immunoblot

Cells growing in 24 well plates were labeled with [^35^S]-Met for 30 min, washed twice with cold medium, lysed in buffer sample and analyzed by SDS-PAGE followed of autoradiography as described previously [62]. Immunoblot against phospho-eIF2α was carried out exactly as described previously [62].

## Supporting Information

Figure S1 **Polysome preparation of NIH3T3 cells and correlation between translation efficiencies and mRNA abundance.** A) Agarose gel analysis of RNA in fractions of polysome gradients from NIH3T3 cells under normal and stress conditions (10 µM thapsigargin treatment for 3 h). B) Correlation between translationefficiencies (log_2_P/FM) and mRNA abundance (A value) in NIH3T3 and Jurkat cells. Poor correlation coefficients (R2) were obtained.
(EPS) Click here for additional data file.

Figure S2 A) Other cell-specific GO terms found in mRNA with high translation rates. B) Comparation of positional distribution of BBPs among maximal and minimal translation mRNAs in NIH3T3 cells. Initiation and termination codons are colored in green and red, respectively. +1 corresponds with the “A” of the AUG initiation triplet. At the stop triplets, +1 is the first letter of the codon (U). Significant differences (p<0.05) are in bold. Note the +18–26 stretch in the CDS and the +13–15 stretch in the 3′UTR that were significantly enriched in high translation mRNA.
(EPS) Click here for additional data file.

Figure S3 A) Stress-induced translational activation of mRNA encoding transcription factors (TFs) in NIH3T3 and Jurkat cells. B) Network of physical and functional interaction among some TFs whose translation was induced by stress. Black lines show physical interactions, whereas green lines show participation in the same pathways. Only curated information from GeneMania (www.genemania.org) and String 8.3 (http://string-db.org) were used to construct the network.
(EPS) Click here for additional data file.

Figure S4 **Translational dysregulation in Jurkat cells. Most I class mRNA in NIH3T3 fell into the R class in Jurkat cells.** We selected 651 mRNA of I class in NIH3T3 (control log_2_P/FM≤0+stress-control log_2_P/FM≥1) and found the corresponding ortholog in Jurkat cells for 554 mRNAs. The log_2_P/FM values for each class (n = 554) under both control and stress conditions were represented in boxplots with the mean as a red line.
(EPS) Click here for additional data file.

Table S1 **Translation efficiencies of mRNA encoding some abundant proteins in NIH3T3 and Jurkat cells.** The abundance of these mRNAs (A value) is also shown.

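Table S1 lists for each mRNA its RefSeq accession, its log2 P/FM in control cells, its change after stress and its A value. For 44 of the 46 Jurkat mRNAs, the log2 ratios that the authors deposited for the same arrays could be set beside the table. All 44 changes in the table equaled the deposited value at 1 h minus that of control cells within 0.01, and 0 equaled the one at 3 h. The means of the table are the paper's values, 1.92 for log2 P/FM in control cells and −1.97 for the change.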

(XLS) Click here for additional data file.

Table S2 **List of primers designed to amplify both human and murine mRNAs by qPCR.** The hybridization sites in human and murine RefSeq mRNAs are shown.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

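Jurkat cells, a human T-cell leukemia line, were left untreated or treated with 10 µM thapsigargin for 1 h or 3 h. Polysome gradients of 3 preparations per condition were pooled into a polysome RNA (P) and a free plus monosome RNA (FM), and 1 dual-color array was hybridized per condition, with P in Cy3 and FM in Cy5. The mouse arrays of the paper were not analysed here.

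The authors deposited, for every spot of each array, the intensity of the foreground and of the local background in both channels, as extracted by Agilent Feature Extraction 10.7.1.1 without normalization. The same files hold processed signals that the software had corrected for background, detrended over the array and normalized for dye. The authors also deposited a table of log2 ratios of Cy3 over Cy5 for 15053 sequences, 14107 of them coding; its steps are not stated beside it. For 14103 coding mRNAs of control cells, these log2 values and the ones computed here had a correlation of 0.9996, and 99.4% were within 0.05 of each other, so the deposited log2 ratios were read as not centered and not normalized for dye. The paper states that background was corrected by Normexp in Babelomics, that replicates were averaged and that A had to be above 4.

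Intensities were read in R 4.3.3, and the mean foreground and median local background of all spots were corrected by the normexp method of limma 3.58.1 with an offset of 0. Control spots and outlier spots were then left out. Further steps used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. Log2 P/FM is log2 of the Cy3 signal over the Cy5 signal, and A is the mean of both log2 signals. Spots were averaged per probe and probes per RefSeq accession. No normalization within or between arrays was applied. Because labeling kept the proportion of P to FM RNA, a level of log2 P/FM depends on the RNA amounts as well as on each mRNA, and a shift common to an array changes every value on it. A moves with both the total amount of an mRNA and its split between fractions. Without a dye swap, a dye effect of a probe stays in its log2 P/FM and leaves the change between arrays only as far as it is the same on each of them.

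Coding mRNAs are accessions starting with NM_, 18363 on the array. Their symbols were taken from the files and, for 17853 of them, set beside a current symbol in the reference table, which differed for 2122. Coordinates are those of the array design on hg18. Comparisons between conditions used the 16429 coding mRNAs with A above 4 on all 3 arrays. The S class is a change of −0.8 or below, the R class a log2 P/FM of at least 0.8 in control and stressed cells, and the I class a control value of 0 or below with a change of at least 1. A change in abundance is a change in A of at least 1 in either direction, and a change in translation is the same for log2 P/FM. High translation is a log2 P/FM of at least 2 and low translation one of −1.5 or below, both with A of at least 5.5. The lengths and structures of the mRNAs in Table 1 were not analysed here.

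With 1 array per condition there is no test between conditions and no p-value is given. Precision was read from probes printed in several spots, 260 of them with A above 4 on the control array, and from the share of spots well above background. Shares of mRNAs are given with exact binomial intervals of 95%, which treat mRNAs as independent and do not cover differences between preparations. Gene families were listed by symbol for the proteasome, ribosomal proteins, translation elongation factors, the electron transport chain, aminoacyl tRNA synthetases, DNA replication, C2H2 zinc finger proteins, bZIP factors, bromodomain proteins and the unfolded protein response. The median of each family, and of the 46 mRNAs of Table S1, was placed among the medians of 10000 random lists of the same size drawn from 20 bins of A.

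The genes named are every gene the paper names for Jurkat cells, and the 5 coding mRNAs with the largest rise and the 5 with the largest fall at 1 h among those with every spot well above background on all 3 arrays and a change of the same sign at 3 h. Of the 35 gene symbols of the first list, 34 were found on the array as coding mRNAs.

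The class assignment was tested on simulated data. For a simulated 1 h array against a simulated control array, with normal noise of the SD between spots at each mRNA's A, 200 of 200 mRNAs lowered by 2 were assigned to the S class, with 93 false calls among the 16429 mRNAs. Of 200 raised by 2 from a control value well below 0, 196 were assigned to the I class, with 14 false calls. Of 200 random lists of 46 mRNAs, 3.5% fell outside the middle 95% of their matched lists for the change at 1 h.

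The main counts, shares and medians and the changes of named genes and gene families were recomputed with an offset of 50 in the background correction, the background method the paper used for its mouse arrays, the median foreground, the processed signals of the scanner software, loess within each array, the median log ratio of each array set to 0, A quantile-normalized between arrays, the median A of the arrays aligned, A above 5.5, every spot well above background, no filter on dim probes, the brightest probe of each mRNA, NM_ and XM_ accessions together, and the deposited log2 ratios. Exchanged class thresholds of 1 and 0.8 were applied to the S, R and I classes only, and the log2 of the summed signals to the results on changes in abundance only.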

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

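The tests on the spike-in probes and on the non-coding sequences were chosen only after the results were seen; those on opposite changes were not.

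Spike-in probes, which the paper does not report, lie on every array and measure RNA added to the samples. Their median log2 ratio changed by −0.18 from control cells to 1 h and by −0.15 to 3 h. The 10 probes had 32 spots each, and their changes at 1 h ranged from −0.32 to −0.08. A shift of dye, labeling or scanner common to all spots was weighed as the cause of the fall in log2 P/FM of coding mRNAs, whose median change at 1 h was −0.81. The spike-in value of −0.18 argues against such a shift as the whole cause, since the coding mRNAs fell by 0.63 more. A common shift of about the size seen in the spike-in probes stays open as a part of the fall, and the remaining fall of coding mRNAs was not separated from a difference in RNA amounts between fractions. A biological effect of thapsigargin stays open and was not tested across preparations, because each condition had 1 array.

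Non-coding RefSeq sequences, which the paper leaves aside, were in the I class at 1 h in 17 of 711 cases, or 2.39% (95% exact binomial interval 1.40 to 3.80), against 0.785% (0.656 to 0.932) of coding mRNAs. Noise of dim spots is argued against as the whole cause, since 14 of the 17 sequences had every spot well above background on all 3 arrays. A different starting point is a candidate explanation: 43.5% of the non-coding sequences had a log2 P/FM of 0 or below in control cells, against 16.6% of coding mRNAs, and among these 5.50% of the non-coding (3.24 to 8.66) and 4.72% of the coding ones (3.96 to 5.59) reached the I class. The difference is therefore consistent with the larger share of non-coding sequences that start at 0 or below. Why they start lower was not tested.

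For 1 coding mRNA, log2 P/FM changed by at least 0.8 in opposite directions at 1 h and 3 h; the difference between the times was not tested. This was TRIM49, named after its values were seen, with a change of −0.89 at 1 h and 0.89 at 3 h. Its A was 6.07 in control cells, 4.43 at 1 h and 5.20 at 3 h. Unchanged arrays simulated from the noise between spots gave a mean of 0.08 such mRNAs, with at most 1 in a set. Noise of dim spots may be the cause, since 0 of these mRNAs had every spot well above background. A biological difference between 1 h and 3 h was not tested.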

How the results depend on the processing

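The filter at A above 5, alone or with the deposited ratios, and the other rules for the R and I classes were chosen only after the results were seen; the other alternatives were fixed before the data were examined. No paired analysis was possible because each condition had 1 array. For the same reason the slide was not used as a block, and the longest transcript of each gene was not run because no transcripts were used here. A count was taken as kept when it stayed within 1.5 times, and a share when it stayed within its 95% exact binomial interval. A log2 value was kept when it moved by no more than the SD between spots of 0.10. For means and medians over many mRNAs this SD is a fixed tolerance and not their error. The squared correlation was kept when it stayed on the same side of 0.1. Causes were not tested, except that loess and centering remove by construction a shift common to an array, and that a stricter filter leaves fewer mRNAs. The processed signals had been normalized for dye. With them the median change of all coding mRNAs was −0.05 at 1 h and −0.01 at 3 h, so they too left little of the shared shift.

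Of 416 comparisons of counts, shares and medians with an alternative, 278 were kept, 136 moved and 2 changed sign. For named genes these were 454, 147 and 23 of 624, and for the gene families, relative to all coding mRNAs at 1 h, 97, 39 and 4 of 140. A change of sign was counted where the value before it lay beyond the SD between spots. Sign changes from a smaller value, those of HSP90B1 and of the unfolded protein response with the processed signals and loess, are among the other numbers. The median foreground and NM_ and XM_ accessions together moved none of these counts, shares and medians. Exchanged class thresholds kept the class counts within 1.5 times, but as a share of coding mRNAs the S class at 1 h went from 50.5% to 41.9% and the R class from 21.2% to 16.4%. The deposited ratios moved none of these counts, shares and medians either, but left 14716 of the 31270 RNA sequences detected in control cells.

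The median change of all coding mRNAs was −0.81 at 1 h and −0.68 at 3 h. It was −0.38 and −0.33 with an offset of 50, −0.59 and −0.43 with the background method of the mouse arrays, −0.05 and −0.01 with the processed signals, 0.07 and 0.05 with loess, and 0.13 and 0.16 with the median log ratio set to 0. Of the mRNAs whose log2 P/FM changed by at least 1, 89.6% fell at 1 h (798 rose and 6887 fell) and 89.2% at 3 h (670 and 5509). With the processed signals 51.1% fell at 1 h (2804 and 2932) and 50.1% at 3 h (2304 and 2314). With loess these were 41.8% (2964 and 2126) and 45.6% (2160 and 1811), and with the median log ratio set to 0 43.5% (3178 and 2443) and 36.7% (2969 and 1718). Of the mRNAs whose A changed by at least 1, 95.4% rose at 1 h (1571 rose and 76 fell) and 92.1% at 3 h (1217 and 104). With A quantile-normalized 82.1% rose at 1 h (751 and 164) and 70.9% at 3 h (579 and 238), and with the median A aligned 74.1% (783 and 274) and 73.4% (679 and 246).

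With the processed signals of the scanner software the median log2 P/FM of control cells was 0.17 and 57.1% of mRNAs were at 0 or above. The S, R and I classes had 3657, 1950 and 1412 mRNAs at 1 h and 3039, 2257 and 1136 at 3 h. The mean change of the 46 mRNAs of Table S1 was −0.49 at 1 h and turned to 0.038 at 3 h. A changed in 4006 mRNAs at 1 h and 2732 at 3 h, and both A and log2 P/FM in 2078 and 1372. The shares of I, R and S mRNAs that rose in A were 52.6%, 56.4% and 8.31% at 1 h and 46.7%, 32.0% and 2.47% at 3 h. Among mRNAs that rose in A, translation rose in 46.0% and fell in 5.99% at 1 h, and rose in 49.0% and fell in 1.96% at 3 h. Falls at 1 h turned to rises for ATF3 0.23, CREB1 0.20, HSP90AA1 (NM_001017963) 1.73, HSP90AA1 (NM_005348) 1.94, HSP90AB1 1.14 and HSPA8 (NM_006597) 1.62. Since these dye-normalized signals leave little of the shared shift, the turned signs are not independent of those with loess and centering. Other causes were not tested.

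With loess within each array the median log2 P/FM of control cells was 0.017 and 51.0% of mRNAs were at 0 or above. The classes had 2772, 1197 and 1715 mRNAs at 1 h and 2454, 1356 and 1234 at 3 h. The mean change of the list of Table S1 was −0.26 at 1 h and turned to 0.24 at 3 h. Both A and log2 P/FM changed in 1121 mRNAs at 1 h and 787 at 3 h. A rose in 23.1% of R and 0.83% of S mRNAs at 1 h and in 12.5% of R mRNAs at 3 h. Where A rose, translation rose in 67.3% and fell in 1.02% at 1 h, and rose in 61.5% and fell in 1.07% at 3 h. Falls turned to rises at 1 h for ACTB 0.21, ATF3 0.30, CD3D 0.19, CREB1 0.44, HSP90AA1 (NM_001017963) 1.84, HSP90AA1 (NM_005348) 2.04, HSP90AB1 1.24, HSPA8 (NM_006597) 1.94, RPL4 0.44, RPS12 0.20 and RPS2 0.45.

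With the median log ratio of each array set to 0 the median log2 P/FM of control cells was 0.12 and 55.3% of mRNAs were at 0 or above. There were 3037 S and 1307 I mRNAs at 1 h and 2260 and 1063 at 3 h. The list of Table S1 had a mean change of −1.04 at 1 h and −0.36 at 3 h. Changes in both measures were seen in 1125 mRNAs at 1 h and 940 at 3 h. A rose in 25.5% of R and 1.28% of S mRNAs at 1 h, and in 20.5% of I, 14.6% of R and 0.575% of S mRNAs at 3 h. Where A rose, translation rose in 66.8% and fell in 1.66% at 1 h, and rose in 74.7% and fell in 0.74% at 3 h. Changes at 1 h turned positive for ATF3 0.43, CREB1 0.65, HSP90AA1 (NM_001017963) 0.63, HSP90AA1 (NM_005348) 0.67, HSP90AB1 0.19 and HSPA8 (NM_006597) 0.73. These lists leave out falls within the SD between spots. The only such fall that turned was that of HSP90B1, from −0.060 to 1.75 with the processed signals, 1.95 with loess, 0.88 with the median log ratio set to 0 and 0.0080 with the median foreground.

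An offset of 50 gave a median log2 P/FM of 0.44 in control cells with 82.8% at 0 or above, and a squared correlation of 0.134 with A. The I class had 78 mRNAs at 1 h and 62 at 3 h, the S class 4556 at 3 h, and A rose in 28.6% of R mRNAs at 1 h and 15.6% at 3 h. Relative to all coding mRNAs, the change at 1 h turned to −0.18 for aminoacyl tRNA synthetases, −0.14 for DNA replication and −0.035 for bZIP factors. With the background method of the mouse arrays it turned to −0.025 for aminoacyl tRNA synthetases, the median in control cells was 0.99 with 85.1% at 0 or above, the I class had 157 mRNAs at 3 h, and A rose in 3.27% of S mRNAs at 1 h and 1.33% at 3 h. The cause was not tested.

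A quantile-normalized between arrays left 915 mRNAs changed in abundance at 1 h and 817 at 3 h, and 393 changed in both measures at 1 h. A rose in 7.81%, 15.6% and 0.95% of I, R and S mRNAs at 1 h and in 20.6%, 8.56% and 0.469% at 3 h, when translation rose in 31.1% of the mRNAs with a rise in A. With the median A aligned, 1057 mRNAs changed in abundance at 1 h, and A rose in 7.81%, 17.1% and 0.745% of I, R and S mRNAs at 1 h and in 23.5%, 10.7% and 0.421% at 3 h. Translation then rose in 31.0% and fell in 6.26% of the mRNAs with a rise in A at 1 h, and rose in 31.4% at 3 h. With the summed signals, abundance rose in 35.3% of R and 0.687% of S mRNAs at 1 h and in 24.2% and 0.547% at 3 h; among mRNAs that rose, translation rose in 35.7% and fell in 2.48% at 1 h, and rose in 32.8% and fell in 1.66% at 3 h.

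A above 5.5 gave a median of 1.09 in control cells and 2.63% of S mRNAs with a rise in A at 1 h. With every spot well above background the median was 1.11, 85.5% were at 0 or above, and A rose in 33.0% of R and 2.68% of S mRNAs at 1 h. The share at 0 or above was 83.0% with no filter on dim probes and 82.8% with the brightest probe. Chosen after the data were seen, A above 5 gave a median of 1.00, and the deposited ratios with A above 5 gave 1.01 and 10994 coding mRNAs.

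The R class at 1 h and 3 h, under rules chosen after the data were seen, had 1756 and 2086 mRNAs with a control value of at least 0.8 and a change of at least 0, 1437 and 1731 with at least 1 and at least 0, 1160 and 1333 with at least 1 and at least 0.2, 1258 and 1407 with at least 0.8 and at least 0.3. On the deposited ratios with a change of at least 0, it had 1364 and 1628 with a control value of at least 0.8 and 1107 and 1347 with one of at least 1, and with A above 5 as well 1349 and 1619, and 1100 and 1340. Without a limit on the control value, the I class had 798 and 670 mRNAs, of which A rose in 54.8% and 51.2%; on the deposited ratios it had 616 and 530, of which A rose in 54.1% and 52.3%. These counts follow from the definitions.

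Changes of the gene families at 1 h are given relative to all coding mRNAs. They were −1.08 for the proteasome, −1.64 for ribosomal proteins, 0.50 for translation elongation, −2.13 for the electron transport chain, 0.20 for aminoacyl tRNA synthetases, 0.23 for DNA replication, 1.03 for C2H2 zinc fingers, 0.25 for bZIP factors, 1.38 for bromodomain proteins and −0.089 for unfolded protein response. With the processed signals they were −0.54 for the proteasome, −1.43 for ribosomal proteins, 0.93 for translation elongation, −1.70 for the electron transport chain, 0.83 for aminoacyl tRNA synthetases, 0.87 for DNA replication, 1.64 for bromodomain proteins and 0.19 for unfolded protein response. Loess gave −0.57 for the proteasome, −1.03 for ribosomal proteins, 1.25 for translation elongation, −1.51 for the electron transport chain, 0.87 for aminoacyl tRNA synthetases, 0.83 for DNA replication, 0.91 for C2H2 zinc fingers, 1.66 for bromodomain proteins and 0.14 for unfolded protein response. With an offset of 50 they were −1.50 for the proteasome, −2.06 for ribosomal proteins, 0.073 for translation elongation, −2.51 for the electron transport chain, 0.54 for C2H2 zinc fingers, 0.99 for bromodomain proteins and −0.47 for unfolded protein response. The background method of the mouse arrays gave −1.29 for the proteasome, −1.85 for ribosomal proteins, 0.29 for translation elongation, −2.34 for the electron transport chain, 0.022 for DNA replication, 0.046 for bZIP factors, 1.20 for bromodomain proteins and −0.30 for unfolded protein response. On the deposited ratios they were −1.41 for the proteasome, 1.93 for bromodomain proteins and −0.27 for unfolded protein response. With every spot well above background they were 1.16 for C2H2 zinc fingers and 1.26 for bromodomain proteins. The brightest probe gave 0.33 for DNA replication and −0.23 for unfolded protein response. The cause was not tested, and families not named under an alternative kept their value or are given above as having changed sign.

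Signal over background limits the values of dim mRNAs. The median SD of log2 P/FM between spots on the control array was 0.31 for A from 4 to 5.5, 0.14 from 5.5 to 8 and 0.07 above 8, and 12105 coding mRNAs had every spot well above background on all 3 arrays.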

Differences from the paper's values

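The settings named below as chosen after seeing the values were added to find which processing brings a value within the paper's; the remaining settings were fixed before the data were examined. Counts and percentages are listed where they differ from the paper's by more than 1.5 times. A log2 value is listed where it differs by more than the SD between spots, 0.10, and by more than the rounding of the paper's value allows; SNRPB (3.15, the paper's value 3) and RPL4 (−2.17, the paper's value −2) differ by more than that SD but not by more than the rounding.

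The paper reports 12500 RNA sequences detected in Jurkat cells, and 31270 were found here. Of the alternatives fixed beforehand, the deposited log2 ratios brought the number within 1.5 times (14716) and the others did not. Deposited ratios with A above 5, chosen after seeing the values, gave 11636.

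The paper's number of coding mRNAs is 10670, against 17755 here. The background method of the mouse arrays (15826), the scanner software's processed signals (14977), A above 5.5 (13044), every spot well above background (12352) and the deposited ratios (13792) came within 1.5 times, and the other alternatives fixed beforehand did not. A above 5 (14158) and deposited ratios with A above 5 (10994) did too, both chosen after seeing the values.

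The paper's median log2 P/FM is 1.07, against 0.78. The background method of the mouse arrays (0.99), A above 5.5 (1.09) and every spot well above background (1.11) came within 0.10 of it. The other alternatives fixed beforehand did not. This limit is the SD between spots of 1 probe, used as a fixed tolerance, and is not the error of a median over mRNAs. A above 5 (1.00) and deposited ratios with A above 5 (1.01), chosen after seeing the values, also did.

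The paper counts about 1360 mRNAs in the R class without naming the time, and here there were 3486 at 1 h and 4465 at 3 h. The processed signals (1950) and loess (1197) came within 1.5 times at 1 h, and loess (1356) at 3 h; the other alternatives fixed beforehand did not. After seeing the values, 8 other rules for the R class were tried, all of which ask for a limit on the change in place of a limit on the stressed value. With a control value of at least 0.8 and a change of at least 0 the class had 1756 mRNAs at 1 h and 2086 at 3 h, and only the first came within 1.5 times. A control value of at least 1 with a change of at least 0 gave 1437 and 1731, with a change of at least 0.2 it gave 1160 and 1333, and a control value of at least 0.8 with a change of at least 0.3 gave 1258 and 1407. On the deposited ratios, a change of at least 0 gave 1364 and 1628 with a control value of at least 0.8, and 1107 and 1347 with one of at least 1. With A above 5 as well, these were 1349 and 1619, and 1100 and 1340. All of these but the 2086 came within 1.5 times of the paper's number.

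As a percentage, the paper's R class is 13%, against 21.2% at 1 h and 27.2% at 3 h. At 1 h an offset of 50 (15.6%), the processed signals (13.3%), the median log ratio set to 0 (15.4%), no filter on dim probes (19.1%) and exchanged class thresholds (16.4%) came within 1.5 times. At 3 h the processed signals (15.4%) and the median log ratio set to 0 (18.9%) did. The other alternatives fixed beforehand did not. Of the rules chosen after seeing the values, those with a change of at least 0 gave 10.7% and 12.7% for a control value of at least 0.8, and 8.75% and 10.5% for one of at least 1. On the deposited ratios they gave 10.7% and 12.8%, and 8.67% and 10.6%; with A above 5 as well, 12.8% and 15.4%, and 10.5% and 12.7%.

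The paper counts 189 mRNAs in the I class, and 103 were found at 3 h. The background method of the mouse arrays (157) and exchanged class thresholds (147) came within 1.5 times, and the other alternatives fixed beforehand did not; a limit of 0.3 on the control value, chosen after seeing the values, gave 150. In percent the paper's value is 1.5%, against 0.785% at 1 h and 0.627% at 3 h. The background method of the mouse arrays came within 1.5 times at both times (1.22% and 1.03%), exchanged thresholds at 1 h (1.14%), and no other alternative fixed beforehand did. The limit of 0.3, chosen after seeing the values, did so at 1 h (1.13%).

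The paper states that 53% of I mRNAs increased in abundance, against 22.5% at 1 h and 35.0% at 3 h. The processed signals came within 1.5 times at both times (52.6% and 46.7%), and at 3 h also A above 5.5 (38.6%), every spot well above background (39.1%) and the summed signals (39.8%); the other alternatives fixed beforehand did not. An I class without a limit on the control value, chosen after seeing the values, gave 54.8% and 51.2%, and on the deposited ratios 54.1% and 52.3%.

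The paper's text gives a range that starts at 3% for the S mRNAs that increased in abundance, without separating the cell lines or times, and 0.842% was found at 3 h. The processed signals came within 1.5 times (2.47%) and the other alternatives fixed beforehand did not. Fig. 5B shows about 0.80% for Jurkat cells at 3 h, read by eye, against which the value found here does not differ. The range the paper gives for the R class, 20 to 30%, was assigned as 30% to 1 h and 20% to 3 h after Fig. 5B, and the values found here do not differ from it.

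Table 1 of the paper has 524 Jurkat mRNAs of high translation, against 1988 here. The median log ratio set to 0 came within 1.5 times (400), and the other alternatives fixed beforehand did not.

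For the R class, Table 1 of the paper has 1330 Jurkat mRNAs, and with A of at least 5.5 on all arrays there were 3368 at 1 h and 4348 at 3 h. The processed signals (1794) and loess (1117) came within 1.5 times at 1 h, and loess (1270) at 3 h; the other alternatives fixed beforehand did not. Of the rules chosen after seeing the values, a control value of at least 0.8 with a change of at least 0 gave 1678 and 2022, of which the second did not come within 1.5 times. A control value of at least 1 gave 1378 and 1680 with a change of at least 0 and 1115 and 1295 with one of at least 0.2, and a control value of at least 0.8 with a change of at least 0.3 gave 1204 and 1373. On the deposited ratios a change of at least 0 gave 1310 and 1586 with a control value of at least 0.8, and 1068 and 1314 with one of at least 1, whether or not A was also above 5. The I class of the paper's Table 1 has 166 mRNAs, against 106 at 1 h and 88 at 3 h. At 1 h the background method of the mouse arrays (130), the brightest probe (133), NM_ and XM_ accessions together (112) and exchanged class thresholds (155) came within 1.5 times, and at 3 h exchanged thresholds (123); the other alternatives fixed beforehand did not. The limit of 0.3 on the control value, chosen after seeing the values, gave 161 and 133. The table also asks for a minimum length of the UTRs, a step not used here.

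For single genes, the paper places ACTB and HSPA5 in the top 10% of Jurkat mRNAs, and 17.9% and 10.6% of the coding mRNAs lay above them. ACTB was in the top 10% with the processed signals (6.59% lay above it), loess (7.28%) and the deposited ratios (6.35%), and with deposited ratios and A above 5, chosen after seeing the values (7.97%). HSPA5 was with the brightest probe (7.59%). None of the other settings run brought either gene there. Of 9 transcription factors the paper names as induced, 8 rose at 1 h, so this statement is not listed as a difference, but CREB1 fell by 0.29; it rose by 0.20 with the processed signals, by 0.44 with loess and by 0.65 with the median log ratio set to 0. The paper shows EGR2 and FOS as I mRNAs, and their control values here were 0.34 and 0.02, above the limit. They were −0.42 and −0.43 with the processed signals, −0.49 and −0.50 with loess, and −0.32 and −0.64 with the median log ratio set to 0, with rises above 1 at 1 h in each.

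MYC is named by the paper as an I mRNA, and here it had a control value of 0.50 and a rise of 0.71 at 1 h. It met the definition with the processed signals (−0.50 and 2.42), loess (−0.35 and 1.87) and the median log ratio set to 0 (−0.16 and 1.66). HSP70 is named as an R mRNA, and HSPA1A had 0.24 in control cells. HSP90AB1 reached 0.40 at 1 h and was in the R class at 3 h only. The paper states that COX2 was activated in abundance and translation, and PTGS2 changed by −0.29 in A and −0.34 in log2 P/FM at 1 h, with no probe well above background on every array. ATF3 is named in the same statement, and its log2 P/FM fell by 0.52 at 1 h and rose by 0.50 at 3 h; at 1 h it rose by 0.23 with the processed signals, by 0.30 with loess and by 0.43 with the median log ratio set to 0.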

Other observations

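The tests on the fall by abundance, the 46 mRNAs of Table S1 and the aligned A were chosen only after the results were seen. So were those on the A of spike-in probes, the position of their spots and the I mRNAs of 3 h. The tests on the summed signals and on the shared control array were not.

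From A of 6 upward, the fall in log2 P/FM at 1 h was deeper in more abundant mRNAs. The median change was −0.47 for A from 6 to 8, −0.59 from 8 to 10, −1.10 from 10 to 12, −1.58 from 12 to 14 and −2.06 from 14 to 20, with A taken as the mean of the 3 arrays. The 4199 mRNAs of A from 4 to 6 did not follow this order, with −0.79, and the 472 of them with every spot well above background had −0.74. At 3 h the bins from A 6 to 8 and from 8 to 10 both had −0.40, the last bin had −1.63 and the first −0.76. Background compressing the ratios of dim spots was argued against: among mRNAs with every spot well above background, the median change from A 12 to 14 was lower than that from A 8 to 10 by a difference of −0.99. A dye trend with intensity was also argued against as the cause over the range of the spike-in probes, A from 9.76 to 15.29 in control cells. There the 5 brighter spike-in probes fell no more than the 5 dimmer ones, with a difference of 0.070. The probes do not reach the bin from A 6 to 8, so for dimmer mRNAs they cannot decide. With loess within each array a trend with intensity is removed whatever its origin. Whether abundant mRNAs lose polysomes more readily under stress is a hypothesis that these arrays do not test, since the lengths of the mRNAs were not analysed here.

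The 46 mRNAs of Table S1 fell at 1 h about as far as other mRNAs of their abundance. Their median change lay at percentile 42.8 of random lists matched on A at 1 h, and at percentile 90.3 at 3 h. The fall of this list at 1 h is thus consistent with the relation between abundance and the fall alone. ETC mRNAs, by contrast, lay below all matched lists at both times, and that relation does not account for their fall.

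R and I mRNAs rose in A more often than S mRNAs, and A is a mean of logs that moves with the split between the fractions. If the total had stayed the same, log2 of the summed signals would bring the R and I classes to the level of all coding mRNAs. This holds only where both channels keep the proportion of P to FM RNA. With the summed signals 35.3% of R mRNAs at 1 h at least doubled (95% exact binomial interval 33.7 to 36.9), as did 28.7% of I mRNAs (21.1 to 37.3), against 10.6% of all coding mRNAs (10.1 to 11.0). It would argue against the split alone as the cause if the sum were a measure of the total. For control cells, however, the paper's amounts of labeled P and FM cRNA lie closer together than those of the RNA labeled. Equal volumes of both were hybridized. The sum is therefore not a measured total, and the test cannot exclude the split as the cause. A difference between transcription and mRNA decay was not measured.

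Most changes in A were rises, 95.4% at 1 h. A shift of A common to the whole array was weighed, and with the median A over all spots aligned, 74.1% of the changed mRNAs rose at 1 h, 783 against 274 that fell. The test was first run with the median over sequences aligned, which gave 86.2%, and was changed to all spots after that result was seen, so that it used the same alignment as the alternative fixed beforehand. Both values argue against a common shift as the whole cause. They do not show that a part of the excess comes from such a shift, since aligning removes a median rise of 0.28 whatever its origin. The spike-in probes did not rise with it. Their median change in A was −0.05 at 1 h, with a range of −0.12 to 0.01, and −0.13 at 3 h. This argues against an upward shift of labeling or scanner common to all spots.

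The changes at 1 h and 3 h had a correlation across coding mRNAs of 0.915. Both are taken against the same control array, whose noise enters both. In 100 sets of unchanged arrays simulated from the noise between spots, the mean correlation was 0.525, with a range of 0.505 to 0.558. Where nothing changes, the noise of the shared control thus gives a sizable correlation by itself, but not the whole of the observed one. The simulated value is not the part of the observed correlation that comes from this noise. The observed changes had an SD across coding mRNAs of 1.13 at 1 h and 0.95 at 3 h. The SD between spots on the control array was 0.07 to 0.31, depending on A. Differences between the pooled preparations are not in the simulation and stay open.

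Of the I mRNAs at 1 h, 78.3% (95% exact binomial interval 70.2 to 85.1) were lower at 3 h. Choosing mRNAs that are high on 1 array by chance would lower them on the other, in either order. Of the I mRNAs at 3 h, 56.3% (46.2 to 66.1) were lower at 1 h, which argues against chance selection as the whole cause. A return toward control levels by 3 h stays open as a hypothesis and was not tested across preparations.

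Spots of the spike-in probes scattered more on the control array than on the others. The SD of their log2 ratios around each probe's mean was 0.09 in control cells, 0.03 at 1 h and 0.04 at 3 h. A trend across the surface of the control array is a candidate explanation for a part of this. Position on the array explained 61.7% of the scatter there, and the fitted trend spanned 0.34 in log2 ratio. Position explained 33.3% at 1 h and 36.0% at 3 h. With the trend removed, the SD was still larger in control cells, 0.056 against 0.026 at 1 h and 0.030 at 3 h. The fitted trend therefore does not account for the whole difference between the arrays. No biological explanation was tested.

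By the rule for named genes, the 5 largest rises at 1 h were ATF4 (3.27), MKI67 (3.23), IQGAP1 (3.22), CIT (3.10) and DOCK10 (3.04). The 5 largest falls were S100A10 (−5.38), B2M (−5.33), CYB5R4 (−5.23), GGH (−5.13) and GBAS (−5.12), whose symbol in the reference is NIPSNAP2. Their directions were the same under every alternative applied to them. All 5 rises came with a rise in A at 1 h, of 2.56 for IQGAP1, 1.19 for DOCK10, 1.18 for MKI67, 1.01 for CIT and 0.98 for ATF4. Among the 5 falls, A changed by −0.38 for S100A10, −0.26 for GBAS, −0.02 for B2M, 0.34 for GGH and 0.39 for CYB5R4. All but ATF4 were measured by 1 probe.

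Among the gene families, the 90 ribosomal protein mRNAs had a median change of −2.45 at 1 h and −1.36 at 3 h, or −1.64 and −0.68 relative to all coding mRNAs, although with loess the change at 3 h was 0.06. The 6 translation elongation factors changed by −0.31 at 1 h, which became a rise with loess, with the processed signals and with centered log ratios, and it was 0.50 above the median of all coding mRNAs, but only 0.07 with an offset of 50; at 3 h, 3 of the 6 were in the I class. The 22 mRNAs of the unfolded protein response changed by −0.90 at 1 h, or −0.09 relative to all coding mRNAs, and this relative change went from −0.47 with an offset of 50 and −0.30 with the background method of the mouse arrays to 0.14 with loess and 0.19 with the processed signals.

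Of 10727 sequences kept on all arrays that were neither NM_ nor NR_ accessions, 46.3% were in the S class at 1 h, 12.7% in the R class and 0.960% in the I class, against 50.5%, 21.2% and 0.785% of coding mRNAs. In control cells their median log2 P/FM was 0.37 and 66.2% were at 0 or above, against 0.84 and 83.4% for coding mRNAs.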
